# ILDR2 has a negligible role in hepatic steatosis

**DOI:** 10.1371/journal.pone.0197548

**Published:** 2018-05-30

**Authors:** Elizabeth J. Millings, Maria Caterina De Rosa, Sarah Fleet, Kazuhisa Watanabe, Richard Rausch, Dieter Egli, Gen Li, Charles A. Leduc, Yiying Zhang, Stuart G. Fischer, Rudolph L. Leibel

## Abstract

We have previously reported that *Ildr2* knockdown via adenovirally-delivered shRNA causes hepatic steatosis in mice. In the present study we investigated hepatic biochemical and anatomic phenotypes of Cre-mediated *Ildr2* knock-out mice. Liver-specific *Ildr2* knock-out mice were generated in C57BL/6J mice segregating for a floxed (exon 1) allele of *Ildr2*, using congenital and acute (10-13-week-old male mice) Cre expression. In addition, *Ildr2* shRNA was administered to *Ildr2* knock-out mice to test the effects of *Ildr2* shRNA, *per se*, in the absence of *Ildr2* expression. RNA sequencing was performed on livers of these knockdown and knockout mice. Congenital and acute liver-specific and hepatocyte-specific knockout mice did not develop hepatic steatosis. However, administration of *Ildr2* shRNA to *Ildr2* knock-out mice did cause hepatic steatosis, indicating that the *Ildr2* shRNA had apparent “off-target” effects on gene(s) other than *Ildr2*. RNA sequencing and BLAST sequence alignment revealed *Dgka* as a candidate gene mediating these “off-target” effects. *Ildr2* shRNA is 63% homologous to the *Dgka* gene, and *Dgka* expression decreased only in mice displaying hepatic steatosis. *Dgka* encodes diacylglycerol kinase (DGK) alpha, one of a family of DGKs which convert diacylglycerides to phosphatidic acid for second messenger signaling. *Dgka* knockdown mice would be expected to accumulate diacylglyceride, contributing to the observed hepatic steatosis. We conclude that ILDR2 plays a negligible role in hepatic steatosis. Rather, hepatic steatosis observed previously in *Ildr2* knockdown mice was likely due to shRNA targeting of *Dgka* and/or other “off-target” genes. We propose that the gene candidates identified in this follow-up study may lead to identification of novel regulators of hepatic lipid metabolism.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is rapidly becoming the leading cause of liver failure and transplantation in the United States and is predicted to affect ~30% of adults in the US [1]. Often considered the major liver manifestation of the metabolic syndrome, NAFLD is closely associated with obesity, diabetes and insulin resistance [1, 2]. While the simple steatosis that defines NAFLD is relatively benign, it can progress to non-alcoholic steatohepatitis (known as NASH) with inflammatory infiltration and fibrosis [3]. The physiologic and metabolic factors that cause NAFLD and trigger its progression to NASH remain poorly understood.

Recently, we described immunoglobulin-like domain containing receptor 2 (ILDR2) as a novel modulator of NAFLD development [4]. Initially identified by positional genetics as a diabetes-susceptibility gene in mice [5], *Ildr2* knockdown via adenovirally-delivered shRNA (ADKD) resulted in gross hepatic steatosis and inflammation within 10 days of infection [4]. Transcript analyses indicated initial increase in expression of genes mediating lipogenesis (3 days post-adenovirus infection), followed by decrease in expression of these transcripts after development of steatosis, and differential expression of genes involved in the unfolded protein response (ER stress) pathways [4].

In this previous study, we used an adenoviral delivery system to target hepatic short hairpin RNA (shRNA) in order to produce an acute liver-specific knockdown of *Ildr2* [4]. In the absence (at the time) of any congenital *Ildr2* KO mouse models, the Adv-shRNA system allowed us to investigate the effects of acute knockdown of *Ildr2* transcripts in the liver. However this system has effects beyond the knockdown of the target gene that confound interpretation: Adv infection is known to trigger hepatic inflammation [6–8] which plays a role in the progression of NAFLD and development of NASH [9, 10]; Adv can also target other tissues, and even though the majority is taken up by the liver [11–13], there are potential consequences for gene expression in those tissues; and, finally, shRNA itself can have “off-target” effects and reduce expression of genes not intentionally targeted [14, 15].

Here we describe liver-specific *Ildr2* gene deletion models achieved using the Cre-loxP system. We discuss the development of liver-specific *Ildr2* knockout (KO) mice and further characterize them to understand the putative role of *Ildr2* in hepatic steatosis. The differing phenotypes observed in *Ildr2* Adv-shRNA KD vs. KO models highlight some of the pitfalls of using adenoviruses and shRNA for genetic manipulations; these are discussed below.

## Results

### Congenital, hepatocyte-specific *Ildr2* KO mice do not develop hepatic steatosis

We introduced loxP sites flanking exon 1 of the *Ildr2* gene (exon 1 is included in all seven known *Ildr2* transcript isoforms [5]) to create an *Ildr2* floxed mouse (*Ildr2*^*fl/fl*^) (**Fig 1A**). To explore the function of ILDR2 in the liver, we crossed *Ildr2*^*fl/fl*^ mice with mice expressing Cre recombinase driven by the albumin promoter, obtaining hepatocyte-specific, congenital *Ildr2* knockout mice (see **Table 1** for nomenclature). *Ildr2* liver mRNA expression was reduced >99% in hepatocyte-specific *Ildr2* KO mice (*Ildr2*^*Alb*^ KO) compared to *Ildr2*^*fl/fl*^ littermate controls (**Fig 1B and 1C**). Although a subset of these mice retained *Ildr2* expression–indicating that the albumin-cre was not completely penetrant–these mice displayed no phenotypic differences vs. complete *Ildr2*^*Alb*^ KO mice.

**Fig 1:**
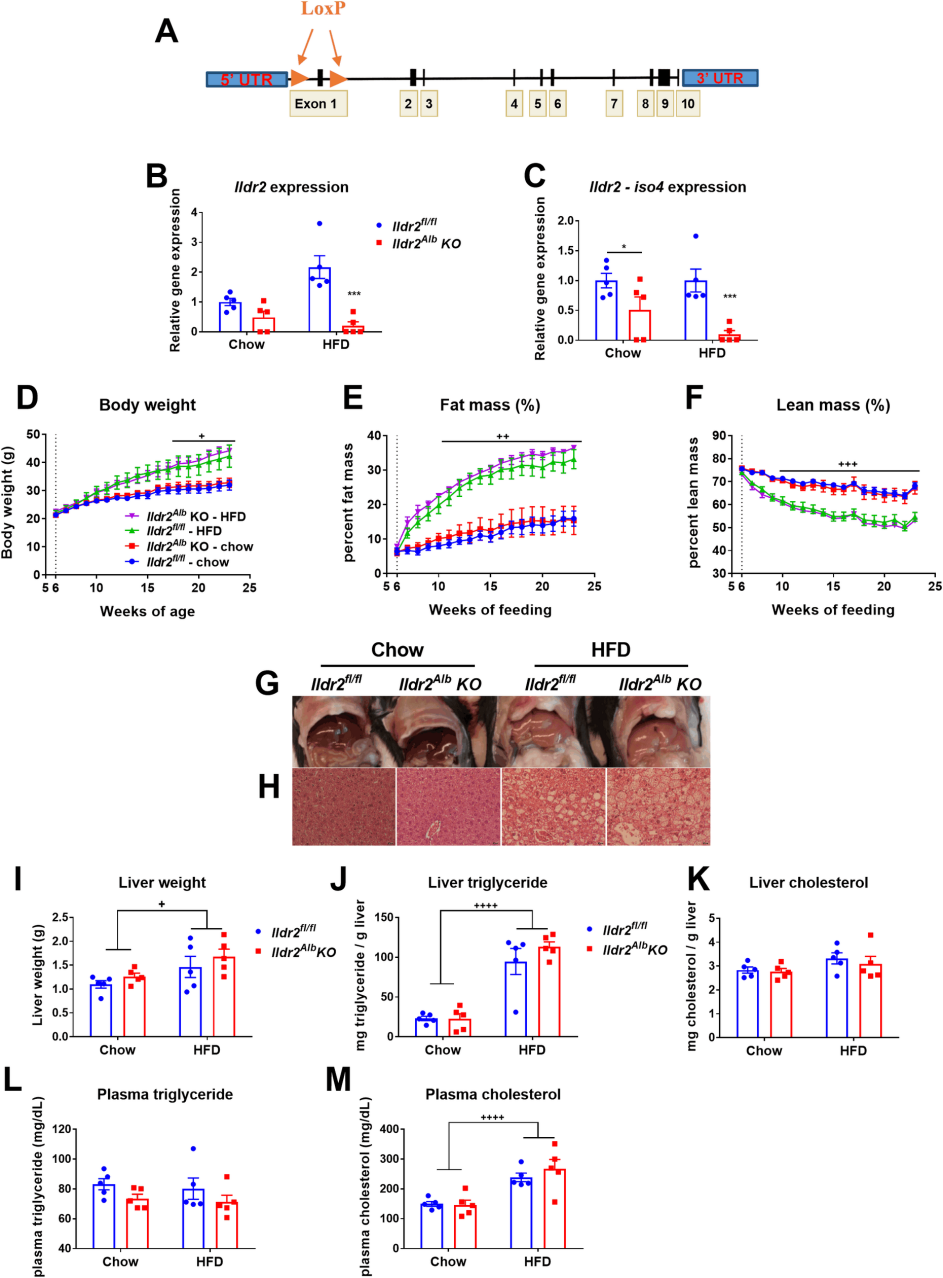
Albumin-cre, *Ildr2* KO mice do not develop hepatic steatosis. (A) Schematic of the floxed *Ildr2* allele (not to scale). (B,C) Expression of *Ildr2*, isoforms 1 and 4 in livers of 23-week old *Ildr2*^*Alb*^ KO mice and littermate *Ildr2*^*fl/fl*^ controls, fed chow or HFD for 17 weeks. Expression was measured by qPCR and normalized to *36b4*, *actb* and *Gapdh* expression. (D) Body weight curves of HFD and chow-fed, *Ildr2*^*Alb*^ KO mice. (E,F) Percent fat mass and lean mass of HFD and chow-fed, *Ildr2*^*Alb*^ KO mice measured weekly by NMR. (G) Photographs of livers excised from HFD and chow-fed, *Ildr2*^*Alb*^ KO mice at 23 weeks of age. (H) Hematoxylin and eosin staining of representative liver sections at 50X magnification. (I) Liver weight at 23 weeks of age. (J,K) Liver triglyceride and total cholesterol content (measured in duplicate). (L,M) Plasma triglyceride and total cholesterol concentration at 23 weeks of age after a 4hr. fast. n = 4–5 mice per group. Data are represented as mean ± standard error (SEM) * p<0.05, ** p<0.01, *** p<0.001 for *Ildr2*^*Alb*^ KO vs. *Ildr2*^*fl/fl*^ control. **+** p<0.05, ++ p<0.01, +++ p<0.001 for chow vs. HFD.

**Table 1:** Mouse models—nomenclature and abbreviations.

Mouse model	Abbreviation in text	Cell type(s) targeted	Developmental Timing	Control used	Phenotype without *Ildr2* shRNA	Phenotype with *Ildr2* shRNA
Adenoviral *Ildr2* shRNA	ADKD	All liver cells	Adult; acute	Adenoviral *lacZ* shRNA		Hepatic steatosis (extreme) and inflammation
*Ildr2*^*fl/fl*^; albumin-cre	*Ildr2*^*Alb*^ KO	Hepatocytes	E14.5 (upon albumin expression)	*Ildr2*^*fl/fl*^	No difference from control	Hepatic steatosis (mild) and inflammation
*Ildr2*^*fl/fl*^; adeno-associated virus-thyroxine-binding globulin (TBG)-cre	*Ildr2*^*AAV*^ KO	Hepatocytes	Adult; acute	*Ildr2*^*fl/fl*^; AAV-TBG-GFP	No difference from control	
*Ildr2*^*fl/fl*^; adenoviral-cre	*Ildr2*^*Adv*^ KO	All liver cells	Adult; acute	*Ildr2*^*fl/fl*^; Adv-GFP	No difference from control	

When fed, ad libitum, low-fat (9% kcal as fat) chow diet, male, *Ildr2*^*Alb*^ KO mice did not differ in body weight or body composition from *Ildr2*^*fl/fl*^ littermates (**Fig 1D–1F**). When fed *ad libitum* a high-fat diet (HFD, 60% kcal as fat) from 6–23 weeks of age, they increased body weight and fat mass in tandem with their *Ildr2*^*fl/fl*^ HFD-fed littermates (**Fig 1D–1F**).

23-week-old, chow-fed *Ildr2*^*Alb*^ KO mice did not exhibit hepatic steatosis by inspection, histology, or quantitative chemical analysis (**Fig 1G–1K**). They also had normal plasma triglyceride and total cholesterol concentrations (**Fig 1L and 1M**). 23-week-old, HFD-fed mice showed hepatic lipid accumulation and elevated plasma lipids, but there was no significant difference between *Ildr2*^*Alb*^ KO mice and littermate controls fed the same HFD (**Fig 1G–1M**).

### Acute, hepatocyte-specific Ildr2 KO mice do not develop hepatic steatosis

The absence of steatosis in *Ildr2*^*Alb*^ KO mice led us to postulate that the congenital nature of the KO may have triggered gene compensation for the lack of ILDR2 during development. The mouse *albumin* gene is turned on at ~E10.5, about halfway through embryonic development [16], and Cre expression has been detected in fetal mouse hepatocytes from albumin-cre mice as early as E14.5, as immature cells begin to differentiate into hepatocytes [17]. Critical genes deleted at this stage in development may be compensated by functionally similar genes [18–20]. Compensation for the loss of *Ildr2* in *Ildr2*^*Alb*^ KO mice could theoretically explain the absence of increased steatosis in the *Ildr2*^*Alb*^ KO mice.

To address this possibility, we designed a mouse model in which *Ildr2* could be acutely ablated in the adult animals, similar to the original Adv-shRNA KD mice (ADKD) mice. We utilized an adeno-associated virus (AAV) construct incorporating thyroxine-binding globulin (TBG) promoter-driven Cre or GFP (control). This AAV8-TBG-Cre (developed by the Penn Vector Core) enables acute Cre expression specifically in hepatocytes [21, 22], knocking out *Ildr2* (*Ildr2*^*AAV*^ KO). We injected AAV8-TBG-Cre intravenously into 13-week-old, chow-fed *Ildr2*^*fl/fl*^ mice and examined livers 10 days post-injection, in keeping with the timeline of development of steatosis in ADKD mice [4]. Despite complete KO of *Ildr2* (**Fig 2A and 2B**), livers of *Ildr2*^*AAV*^ KO mice were normal, showing neither steatosis nor any lipid metabolic abnormalities when compared to mice injected with the AAV8-TBG-GFP control construct (**Fig 2C–2F**).

**Fig 2:**
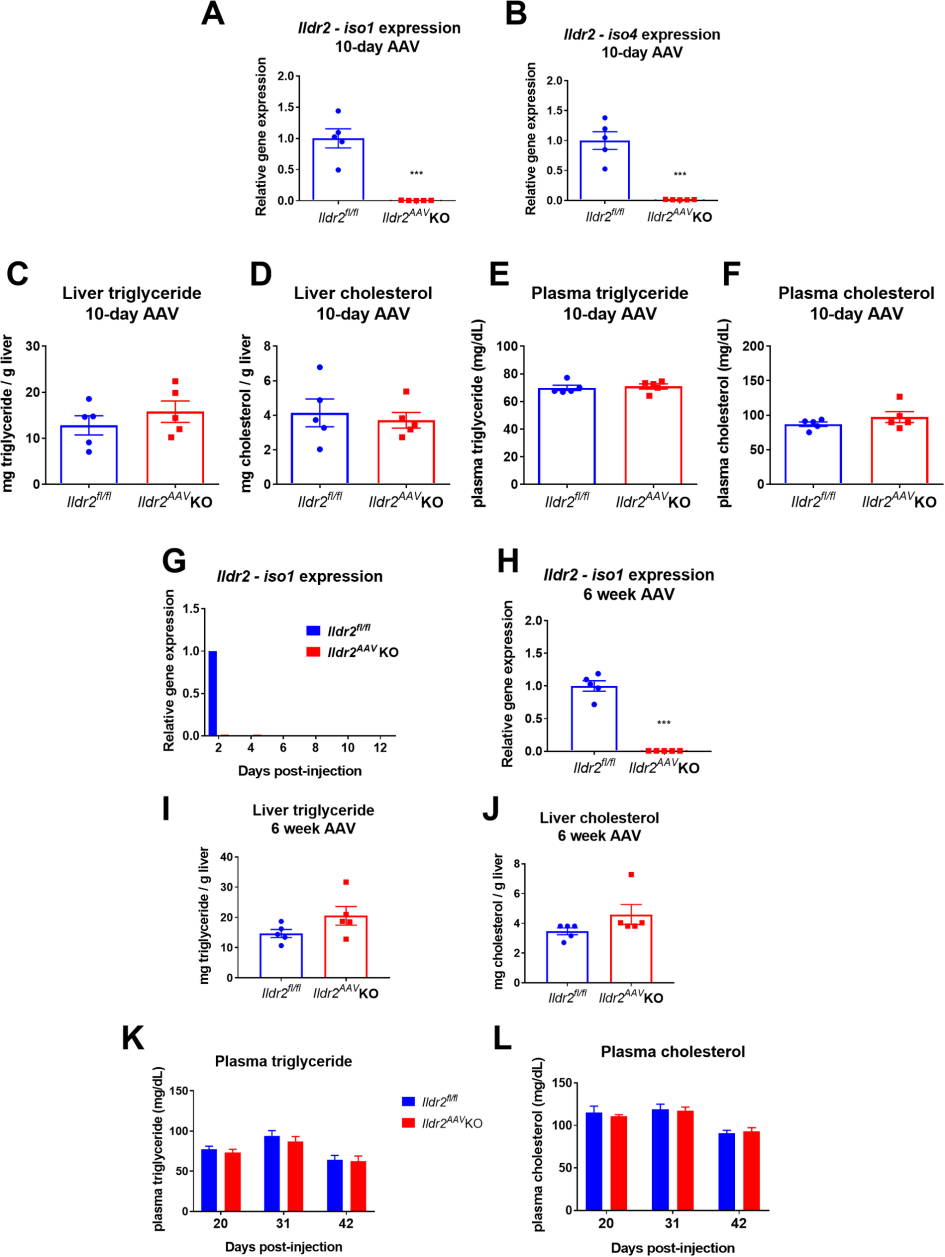
AAV *Ildr2* KO mice do not develop hepatic steatosis. (A,B) qPCR expression of *Ildr2*, isoforms 1 and 4 in livers of 13-week old mice, 10 days after i.v. injection with AAV-TBG-Cre (*Ildr2*^*AAV*^ KO) or AAV-TBG-GFP (*Ildr2*^*fl/fl*^ controls). (C,D) Liver triglyceride and total cholesterol content at 10 days. (E,F) Plasma triglyceride and total cholesterol concentration at 10 days. (G) qPCR expression of *Ildr2* (isoform 1 unless otherwise noted) in livers of 13-week old mice 2–12 days after i.v. injection with AAV-TBG-Cre (*Ildr2*^*AAV*^ KO). AAV-TBG-GFP was only administered for the 2-day timepoint (*Ildr2*^*fl/fl*^ controls). (H) qPCR expression of *Ildr2* in livers of 18-week old mice, 6 weeks after AAV injection (I,J) Liver triglyceride and total cholesterol measurements. (K,L) Plasma triglyceride and total cholesterol concentration at 20, 31 and 42 days after AAV injection. Blood was collected after a 4hr fast. n = 4–5 mice per group. * p<0.05, ** p<0.01, *** p<0.001 for *Ildr2*^*AAV*^ KO vs. *Ildr2*^*fl/fl*^ control.

To determine the timing of AAV delivery and gene interruption, we measured hepatic mRNA expression of *Ildr2* isoforms 1 through 5 (only isoform 1 is shown) in mice at 2, 4, 6, 8, 10 and 12 days post injection and found that *Ildr2* transcription was eliminated as early as 2 days post-injection (**Fig 2G**). We also followed mice for 6 weeks after AAV infection, measuring plasma lipids at 20 days post-injection, and then at 11-day intervals until sacrifice. *Ildr2*^*AAV*^ KO mice maintained normal plasma lipid levels and did not exhibit any hepatic lipid accumulation or metabolic abnormalities at 6 weeks post-injection with AAV (**Fig 2H–2L**).

### Acute, Adv-mediated, liver-specific *Ildr2* KO mice do not develop hepatic steatosis

Next, we considered the possibility that loss of *Ildr2* in non-parenchymal liver cells may have contributed significantly to the steatosis observed in our original ADKD mice [4]. Both the AAV-TBG-Cre and the albumin-cre were designed to induce recombination and gene knockout specifically in hepatocytes which comprise ~80% of liver tissue. However, the shRNA adenovirus used to produce ADKD mice would have targeted additional liver cell types, such as liver macrophages (Kupffer cells), stellate cells, and epithelial cells. While hepatic steatosis is defined by lipid accumulation in hepatocytes, effects in non-parenchymal liver cells can accelerate the progression of steatosis to more advanced liver disease [23–26]. As resident liver macrophages, Kupffer cells initiate the immune response to metabolic injury, secreting pro-inflammatory chemokines and cytokines such as IL-1β and TNF, stimulating pro-apoptotic signaling pathways in hepatocytes, and recruiting circulating immune cells to the liver [26–28]. Stellate cells play a key role in the induction of fibrosis in liver disease, and can transdifferentiate into myofibroblasts leading to increased production of collagen and extra-cellular matrix (ECM) [25, 28, 29].

To determine if *Ildr2* is expressed in non-parenchymal liver cells, or in hepatocytes only, primary hepatocytes and non-parenchymal cells were isolated from 12-week-old mice using liver collagenase digestion [4]. Hepatocyte and non-hepatocyte cell fractions were separated by centrifugation [30]. Gene expression analysis of liver cell markers was used to confirm the cellular identity of each fraction. *Tbg*, a hepatocyte-specific marker, and *F4/80*, a macrophage-specific marker, were highly expressed in the hepatocyte and non-hepatocyte fractions, respectively (**Fig 3B and 3C**). *Ildr2* was expressed in both cell fractions, although at about one-third the level in the non-hepatocyte cell fraction as in the hepatocyte cell fraction (**Fig 3A**). However, since these cell fractions were sorted by centrifugation there could be cross-contamination as indicated by low-level *Tbg* expression in the non-hepatocyte fraction, and *F4/80* expression in hepatocyte fraction (**Fig 3B and 3C**). Microarray expression data from Xu, *et al*. also confirm that *Ildr2* is expressed in various populations of macrophages derived from adipose tissue [31]. Taken together, these results suggest that *Ildr2* ablation in non-parenchymal liver cells could contribute to the steatotic phenotypes of the ADKD mice, and thus explain the lack of hepatic steatosis in the acute and congenital transgenic hepatocyte-specific KO mice.

**Fig 3:**
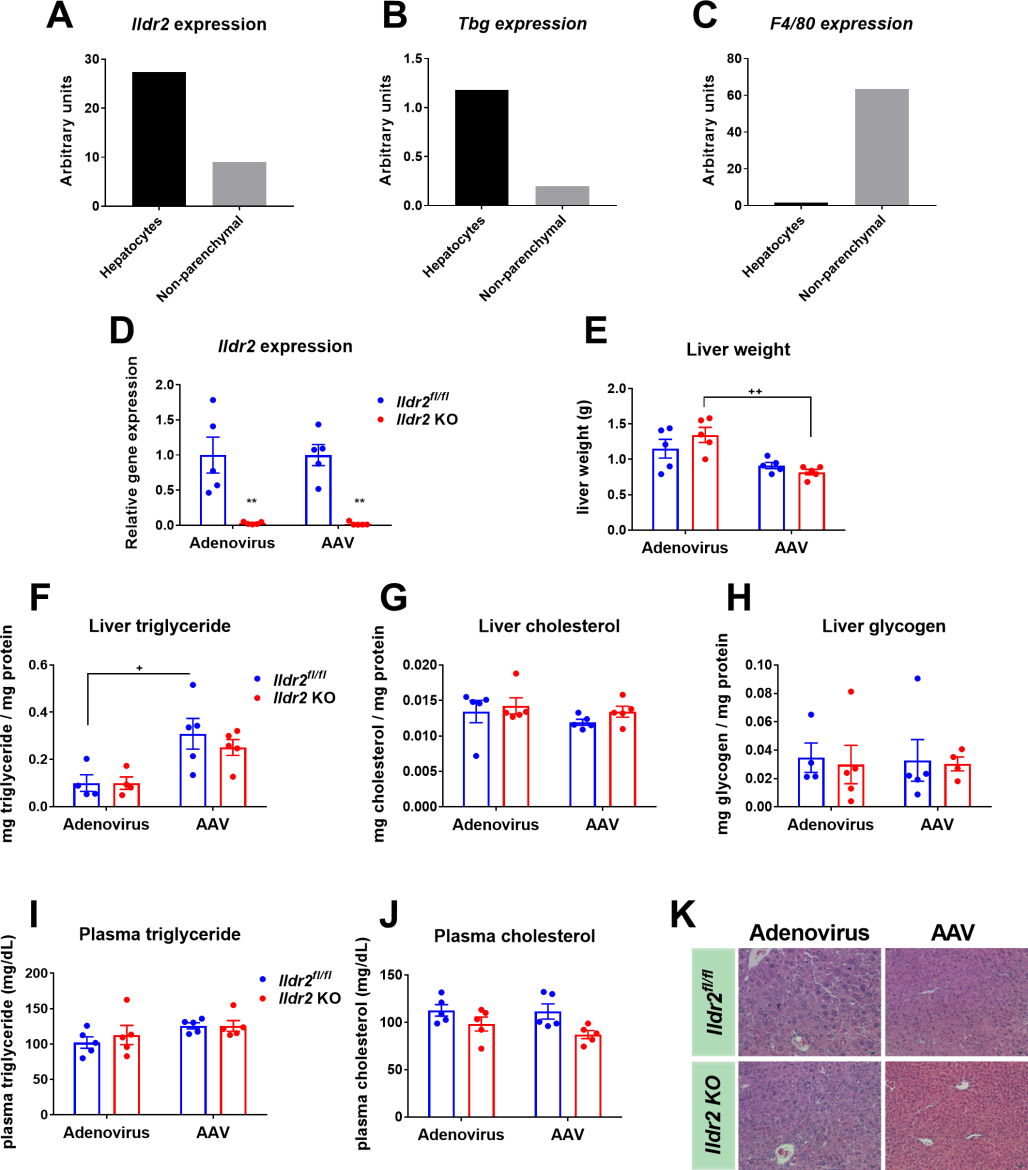
Adenoviral *Ildr2* KO mice do not develop hepatic steatosis. (A-C) qPCR expression of *Ildr2*, *Tbg* and *F4/80* in hepatocyte or non-parenchymal cell fractions isolated from 12-week old wild-type (B6) mice. (D) qPCR expression of *Ildr2* in livers of 11-week old mice, 10 days after i.v. injection with adenoviral-Cre (*Ildr2*^*Adv*^ KO), adenoviral-GFP (*Ildr2*^*fl/fl*^ controls), AAV-TBG-Cre (*Ildr2*^*AAV*^ KO) or AAV-TBG-GFP (*Ildr2*^*fl/fl*^ controls). (E) Liver weights at sac. (F-H) Liver triglyceride, total cholesterol and glycogen content. (I,J) Plasma triglyceride and total cholesterol concentration at sac following a 12hr fast. (K) Hematoxylin and eosin staining of representative liver sections at 20X magnification. n = 4–5 mice per group. * p<0.05, ** p<0.01, *** p<0.001 for *Ildr2* KO vs. *Ildr2*^*fl/fl*^ control. **+** p<0.05, ++ p<0.01, +++ p<0.001 for adenovirus vs. AAV.

To test this possibility, we created another acute *Ildr2* KO model by using an adenoviral-Cre construct rather than the AAV-TBG-Cre used previously. While the AAV-TBG-Cre construct is designed to impact only hepatocytes, adenoviral-Cre targets both parenchymal and non-parenchymal liver cells [32, 33]. 11-week-old, male, *Ildr2*^*fl/fl*^ mice were injected intravenously with adenovirus-Cre or adenovirus-GFP as a control. Age-matched *Ildr2*^*fl/fl*^ mice were infected with AAV-TBG-Cre or AAV-TBG-GFP at the same time for parallel comparison. *Ildr2*^*Adv*^ KO mice were euthanized 10 days post-injection. No liver steatosis or dyslipidemia were seen in *Ildr2*^*Adv*^ or *Ildr2*^*AAV*^ KO mice despite complete *Ildr2* ablation in liver (**Fig 3D and 3F–3J**). *Ildr2*^*Adv*^ KO livers were heavier compared to *Ildr2*^*AAV*^ KO mice (**Fig 3E**), and also showed histological evidence of inflammation (**Fig 3K)**. However, as these phenotypes were also present in the *Ildr2*^*Adv*^ GFP control mice, we attributed them to the effects of adenovirus treatment as has been documented previously [6–8].

### Administration of adenoviral *Ildr2* shRNA causes TG accumulation in *Ildr2*^*Alb*^ KO mice

We have produced three distinct models of hepatic *Ildr2* KO: a congenital, hepatocyte-specific KO (*Ildr2*^*Alb*^ KO); an acute, hepatocyte-specific, KO (*Ildr2*^*AAV*^ KO); and an acute, liver-specific KO (*Ildr2*^*Adv*^ KO). None of these models showed the severe steatohepatitis observed in the adenoviral *Ildr2* shRNA (ADKD) model [4]. Thus, we were driven to consider that the steatosis had been caused by a consequence of the shRNA antisense construct–primarily unrelated to the decrease in *Ildr2* expression.

The original ADKD model was produced by treating mice with an adenovirally-delivered shRNA. Thus, the adenovirus treatment and/or the shRNA itself may have triggered liver steatosis. Since we showed that adenoviral treatment alone does not cause hepatic steatosis, so we turned our attention to the *Ildr2* shRNA. This shRNA was specifically designed to target exon 2 which is present in all isoforms of *Ildr2* mRNA; however, the construct may have had “off target” effects on other genes as discussed below [14, 15, 34].

To determine if other targets of the shRNA contributed to the KD liver phenotype, we infected *Ildr2*^*Alb*^ KO mice with the original KD adenoviral shRNA [4]. Since these mice do not express *Ildr2* in the hepatocytes, any steatosis observed would be the result of shRNA targeting of other genes affecting lipid metabolism. 10-week-old, male, *Ildr2*^*Alb*^ KO or *Ildr2*^*flfl*^ control mice were injected intravenously with the original adenovirus expressing *Ildr2* shRNA (ADKD), or with control adenovirus expressing lacZ shRNA (AD-lacZ) [4]. Mice were euthanized at 10 days post-adenovirus infection following a 24-hour fast. Gene expression analysis by qPCR confirmed that *Ildr2* was completely ablated in *Ildr2*^*Alb*^ KO mice, regardless of Adv treatment (**Fig 4A**). In *Ildr2*^*flfl*^ mice, *Ildr2* shRNA (ADKD) reduced *Ildr2* mRNA by about 50% vs. AD-lacZ treated *Ildr2*^*flfl*^ mice (**Fig 4A**). We did not observe gross liver steatosis, but chemical quantification of hepatic lipid content revealed that ADKD-treated mice had significantly increased hepatic TG compared to AD-lacZ treated mice, across both genotypes (3-fold in *Ildr2*^*flfl*^, 1.5-fold in *Ildr2*^*Alb*^ KO) (**Fig 4B and 4C**). Conversely, plasma TG was significantly decreased in *Ildr2* shRNA treated *Ildr2*^*Alb*^ KO and *Ildr2*^*flfl*^ mice vs. AD-lacZ treated mice for both genotypes, although plasma cholesterol was unchanged (**Fig 4D and 4E**).

**Fig 4:**
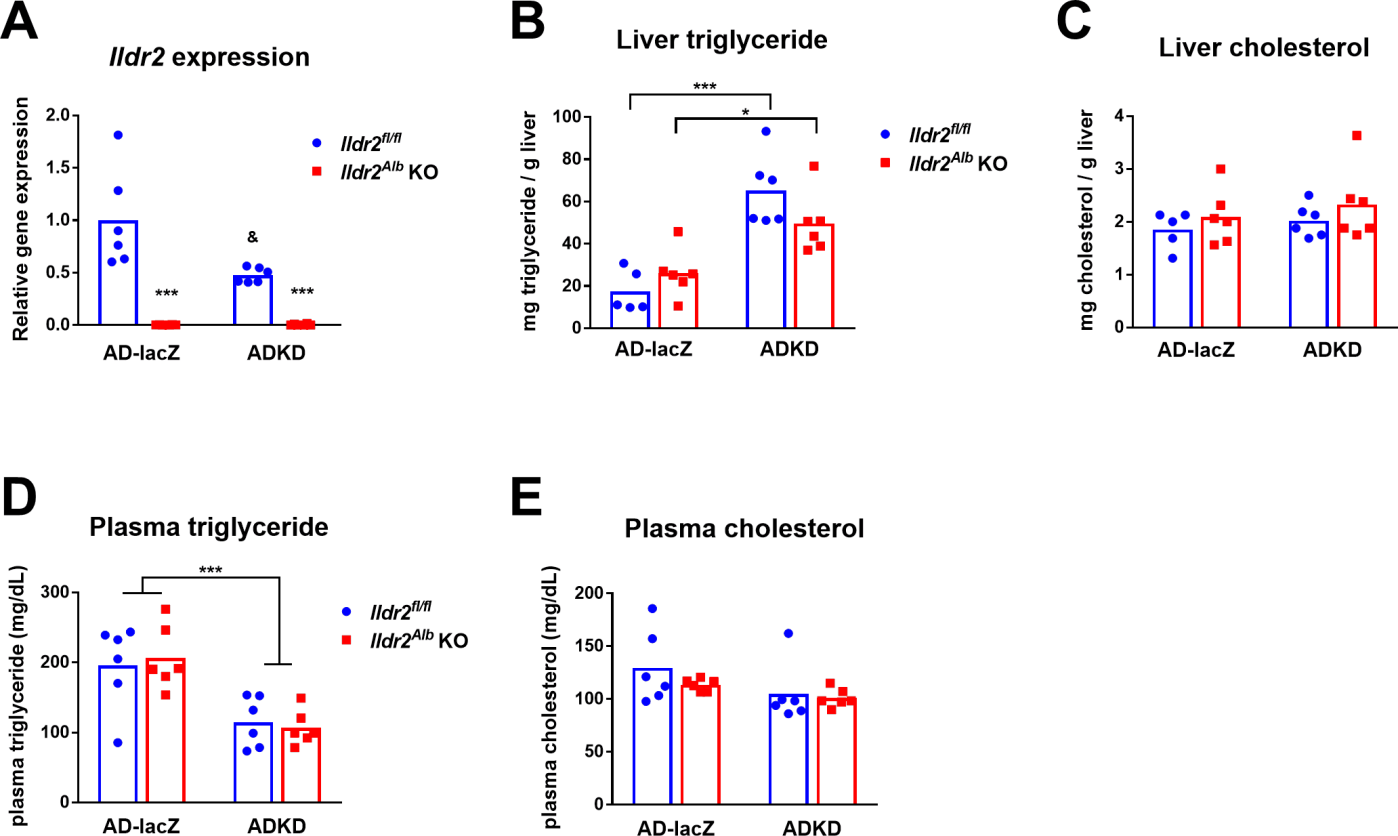
Effects of adenoviral *Ildr2* shRNA in *Ildr2* KO mice. (A) qPCR expression of *Ildr2* in livers of 10-week old mice *Ildr2*^*Alb*^ KO mice and littermate *Ildr2*^*fl/fl*^ controls, 10 days after i.v. injection with ADKD or AD-lacZ. (B,C) Liver triglyceride and total cholesterol content. (D-E) Plasma triglyceride and total cholesterol concentration at sac following a 24hr fast. n = 5–6 mice per group. * p<0.05, ** p<0.01, *** p<0.001 for *Ildr2*^*fl/fl*^ vs. *Ildr2*^*Alb*^ KO; & p<0.05 for ADKD vs. AD-lacZ.

These results confirm that the *Ildr2* shRNA is sufficient to cause hepatic steatosis despite the preexisting absence of *Ildr2*. *Ildr2* expression was reduced by 50% in *Ildr2* shRNA *Ildr2*^*flfl*^ mice, indicating that acute partial loss of *Ildr2* expression might contribute to the development of steatosis. However, the degree of steatosis and hypotriglyceridemia did not differ between *Ildr2* shRNA *Ildr2*^*flfl*^ and *Ildr2* shRNA *Ildr2*^*Alb*^ KO mice, suggesting that *Ildr2* expression is either irrelevant to the phenotype or has an equivalent effect at levels below a specific threshold, i.e. below 50%. In either case, the major trigger for hepatic steatosis is the *Ildr2* shRNA, not *Ildr2* ablation *per se*.

These results suggest that the *Ildr2* shRNA also targets other gene(s) involved in hepatic lipid metabolism, and that KD of these gene(s) is primarily responsible for the gross steatosis in the original *Ildr2* shRNA ADKD mice [4] as well as the less striking, but still significantly increased TG accumulation observed here.

### RNAseq analysis of *Ildr2* shRNA ADKD vs. *Ildr2*^*Adv*^ KO livers reveal candidate genes for shRNA off-target effects on hepatic steatosis

The *Ildr2* shRNA we used was designed to target exon 2 of the *Ildr2* mRNA, which is present in all known *Ildr2* isoforms. 

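In the mouse assembly NCBIM37 (mm9) with the GENCODE M1 annotation, the 19 bases GTTCAAATCCTACTGCCAG had 1 exact match. The match lies on the plus strand of chromosome 1 from 168199560 to 168199578, inside *Ildr2*, which is annotated from 168184270 to 168246954 on the same strand. It falls within exon 2, which runs from 168199436 to 168199768, and is coding sequence in all 6 annotated protein-coding transcripts. In the *Ildr2* mRNA, the 30 bases before the match read CTCCCATCAGCCTGCGGTGGTTCAGTGGAA and the 30 bases after it read GATCGCATGGGAGAATCCTTGGGCATGTCT. An shRNA is transcribed as a hairpin and processed in the cell to a short double strand. Its antisense strand, here CTGGCAGTAGGATTTGAAC, is complementary to the target in the mRNA, and its sense strand has the sequence of the target itself.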

Analysis of the 19 base pair (bp) shRNA sequence, GTTCAAATCCTACTGCCAG, using NCBI BLAST (Basic Sequence Alignment Search Tool) identified no perfectly matched sequences (other than *Ildr2*) leaving open the possibility that partially matched sequence(s) could be targeted and cause knockdown of gene(s) essential for hepatic lipid homeostasis [15, 34].

To identify additional gene(s) that might have been knocked down by the *Ildr2* shRNA, and thus have contributed to development of steatosis in ADKD mice, we performed RNA sequencing analysis on liver samples from ADKD and AD-lacZ mice (from our previously published ADKD study [4]) and *Ildr2*^*Adv*^ KO mice (**Fig 3**). 

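Liver RNA was sequenced from 4 male mice in each of the groups AD-lacZ, ADKD and *Ildr2* Adv KO. AD-lacZ mice received an adenovirus with an shRNA against the bacterial gene lacZ as the control for infection, and ADKD mice received the adenovirus with the *Ildr2* shRNA. Both were sampled 3 days after infection and a 24 h fast. *Ildr2* Adv KO mice were floxed mice given adenoviral Cre and sampled 10 days after infection and a 12 h fast. The sample labels give an age of 10 weeks for AD-lacZ and ADKD mice and 11 weeks for *Ildr2* Adv KO mice, the paper gives 11 weeks for the latter, and the text of the series gives 10 weeks for all mice. The *Ildr2* Adv KO livers therefore differed from the others in the day after infection, the fast and the experiment as well as in genotype. By the sample labels they also differed in age. The virus given differed too: it carried Cre and no shRNA, came from another source and had its dose stated in another unit. No sequenced group separates these. Poly-A RNA was read on a HiSeq2000, and the authors mapped the reads to mm9 with TopHat, allowing 3 mismatches and 10 multiple hits per read. They deposited the reads counted on each of 23284 gene symbols in each liver, without normalization, and separately an FPKM value for each gene. The total count per liver ranged from 15287032 to 22304161 in AD-lacZ (median 19701353), from 14284916 to 23460817 in ADKD (median 17721910.5) and from 16100499 to 21254201 in *Ildr2* Adv KO (median 18376393.5). *Alb* took from 3.46% to 7.09% of the counts of a liver, and *Rn45s*, a ribosomal RNA precursor, took from 1.35% to 4.45%. No 2 replicates differed by as little as sampling noise: the chi-square statistic per degree of freedom over genes lay between 15.2 and 83.4 in the 18 pairs of replicates of one group. The counts were compared between each pair of groups with edgeR's quasi-likelihood test after TMM normalization. Values of single genes are given as CPM, the count scaled to the TMM-normalized library size. The test covered the 13784 genes with enough counts for edgeR's filter over the 12 livers, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.01, the false discovery rate that the paper states. On simulated counts with the same means and library sizes, the test recovered 75% of 200 genes changed by a log2 fold change of 1 and made 2 false calls among 13784 genes. The spread of the simulated counts was the one edgeR estimated from these livers, so the false calls do not test that model. The share recovered for smaller changes was not measured.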

ADKD and AD-lacZ samples were harvested 3 days post Adv infection to increase the likelihood of detection of primary effects of knocking down the gene rather than secondary gene changes resulting from hepatic steatosis *per se*.

RNAseq count expression data were analyzed with *DEseq*, a differential expression analysis program based on the negative binomial distribution [35]. Pairwise comparisons were made between *Ildr2* shRNA (ADKD) and AD-lacZ; *Ildr2* shRNA ADKD and *Ildr2*^*Adv*^ KO; and AD-lacZ and *Ildr2*^*Adv*^ KO. The Benjamini-Hochberg adjustment [36] was used to correct for the multiple testing problem. **Fig 5A–5C** are “minus over average” (MA) scatter plots of differential gene expression profiles for each of the 3 comparisons. MA plots display the entire gene set, comparing fold change between samples (y-axis) to mean expression value (x-axis) with significantly differentially expressed genes highlighted in red (**Fig 5A–5C**). 

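*Ildr2*, the targeted gene, had 71.4 ± 10.6 CPM in AD-lacZ livers (SD, n = 4), 13.2 ± 3.84 in ADKD livers (SD, n = 4) and 3.61 ± 2.13 in *Ildr2* Adv KO livers (SD, n = 4). Its log2 fold change was -2.42 in ADKD vs. AD-lacZ (standard error 0.20, adjusted p = 0.000124 from edgeR's quasi-likelihood test), 1.92 in ADKD vs. *Ildr2* Adv KO (standard error 0.37, adjusted p = 0.00145) and 4.36 in AD-lacZ vs. *Ildr2* Adv KO (standard error 0.32, adjusted p = 4.23e-06). The values of the 3 groups did not overlap, as the plot of *Ildr2* by liver shows (exact two-sided permutation test of each pair of groups, p = 0.0286, the smallest that 4 livers against 4 allow).

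**Figure D1:**
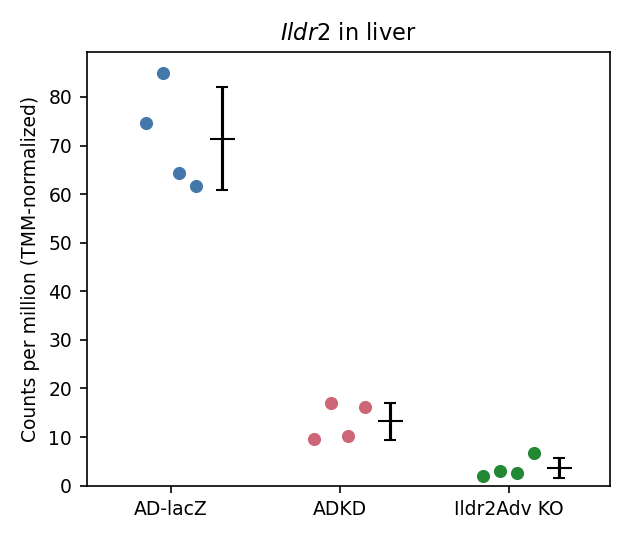
Normalized counts (CPM) of *Ildr2* in each liver (points) with the mean and SD of each group (bar, n = 4). The highest ADKD liver was at 16.9 and the lowest AD-lacZ liver at 61.6.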

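In ADKD vs. AD-lacZ, 464 genes were decreased and 346 were increased, together 5.9% of the 13784 tested genes. In ADKD vs. *Ildr2* Adv KO, 3575 genes were decreased and 3083 increased, or 48.3%, and in AD-lacZ vs. *Ildr2* Adv KO, 3249 were decreased and 2703 increased, or 43.2%. The median log2 fold change over all tested genes was 0.0013, -0.017 and -0.0137 in these comparisons. The number of genes in ADKD vs. AD-lacZ moved most when the adjusted p threshold was 0.05, with 1010 decreased and 910 increased. The groups share replicate numbers. Over genes, the deviations of same-numbered AD-lacZ and ADKD livers from their group means had a mean correlation of -0.032, against 0.011 for livers with different numbers, and for AD-lacZ and *Ildr2* Adv KO livers these means were -0.044 and 0.014. Same-numbered ADKD and *Ildr2* Adv KO livers did deviate together, with correlations from 0.041 to 0.187 in the 4 pairs (mean 0.101) against -0.159 to 0.05 in the 12 pairs with different numbers (mean -0.034). Genes are not independent replicates in these correlations. Deviations from a group mean also cancel within the group, so the mean for different numbers follows largely from that for the same number. It is therefore no independent reference, and the correlations do not settle whether the livers were paired. With the replicate number as a block, 216 genes were decreased and 145 increased in ADKD vs. AD-lacZ, 3537 decreased and 2989 increased in ADKD vs. *Ildr2* Adv KO, and 5271 changed in AD-lacZ vs. *Ildr2* Adv KO.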

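Among genes past the threshold whose livers did not overlap between the groups, the largest decreases in ADKD vs. AD-lacZ were those of *Nol3*, *Ildr2* and *Aldh1l2*, and the largest increases those of *Calcr* (log2 fold change 4.23), *Mep1b* (3.63) and *Gm14446* (3.31). The call of *Gm14446* did not hold in the 4 fits that each left out 1 AD-lacZ replicate. *Calcr* had 1 or 2 counts in each AD-lacZ liver and 24 to 37 in each ADKD liver. *Mep1b* had 0 to 5 and 26 to 33, so the size and rank of both increases are uncertain. The largest decreases in ADKD vs. *Ildr2* Adv KO were those of *H19* (-9.43), *H2-M2* (-8.90) and *Catsperg2* (-8.14), and the largest increases those of *Mup17* (10.93), *Mup15* (10.45) and *Mup11* (10.42). In AD-lacZ vs. *Ildr2* Adv KO, *H19* (-9.85), *Catsperg2* (-8.14) and *Krt20* (-7.96) decreased most and *Mup15* (10.40), *Mup17* (10.34) and *Mup7* (10.05) increased most. The Mup genes are near-identical copies, so the values of single members are uncertain. *H2-M2* and *Catsperg2* had no count in ADKD livers, *Catsperg2* none in AD-lacZ livers and *Mup15* none in *Ildr2* Adv KO livers. With no count in a group, the size and rank of a log2 fold change depend on how the fit treats such a group. *H19* rests on unequal *Ildr2* Adv KO livers, of which replicate 4 was the highest, and it was not called by the re-implemented DESeq test in either comparison.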

We screened for candidate genes that were: 1) significantly decreased in ADKD vs. AD-lacZ; 2) significantly decreased in ADKD vs. *Ildr2*^*Adv*^ KO; and, 3) not significantly changed between AD-lacZ and *Ildr2*^*Adv*^ KO livers, indicating a specific effect of the KD *Ildr2* shRNA shRNA (**Fig 5D**). Using these parameters, we identified 102 candidate genes (**S1 Table**).

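Of the 464 genes decreased in ADKD vs. AD-lacZ, 267 were also decreased in ADKD vs. *Ildr2* Adv KO. AD-lacZ and *Ildr2* Adv KO livers differed in 106 of these genes at an adjusted p under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which left 161 candidate genes. In 157 of the 161, all 4 ADKD livers were below all 8 other livers. The decreases of the candidate genes in ADKD vs. AD-lacZ had a median log2 fold change of -0.65 and ranged from -2.60 to -0.31. Among genes separated in this way the largest decreases were those of *Nol3*, with 1.32 CPM in AD-lacZ and 0.21 in ADKD livers (log2 fold change -2.60, standard error 0.44, adjusted p = 0.00268), *Rps19bp1* (-2.06, standard error 0.15, adjusted p = 1.18e-05), *Cd276* (-1.84, standard error 0.18, adjusted p = 7.02e-05), *Wfdc2* (-1.74, standard error 0.22, adjusted p = 0.000579) and *Slc39a1*. The call of *Nol3*, which rests on few counts, did not hold without ADKD replicate 2 (adjusted p = 0.0118) or with limma on FPKM (log2 fold change -0.51, adjusted p = 0.0207 with a pseudocount of 1, and -1.56, adjusted p = 0.0217 with 0.1). With the replicate number as a block, 155 genes were decreased in both comparisons and 111 were candidate genes, and at an adjusted p threshold of 0.05 there were 297 candidate genes. The paper states that these criteria point to an effect specific to the *Ildr2* shRNA.

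**Figure D2:**
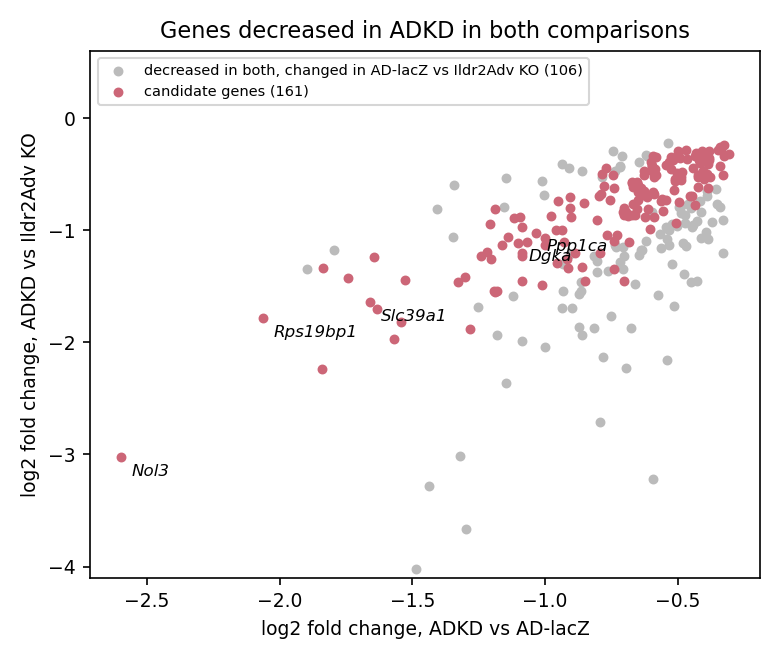
Log2 fold changes of the 267 genes decreased in both comparisons, in ADKD vs. AD-lacZ (horizontal axis) and in ADKD vs. *Ildr2* Adv KO (vertical axis), each point a gene. The 161 candidate genes are in red and the 106 genes that also differed between AD-lacZ and *Ildr2* Adv KO livers in grey.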

**Fig 5:**
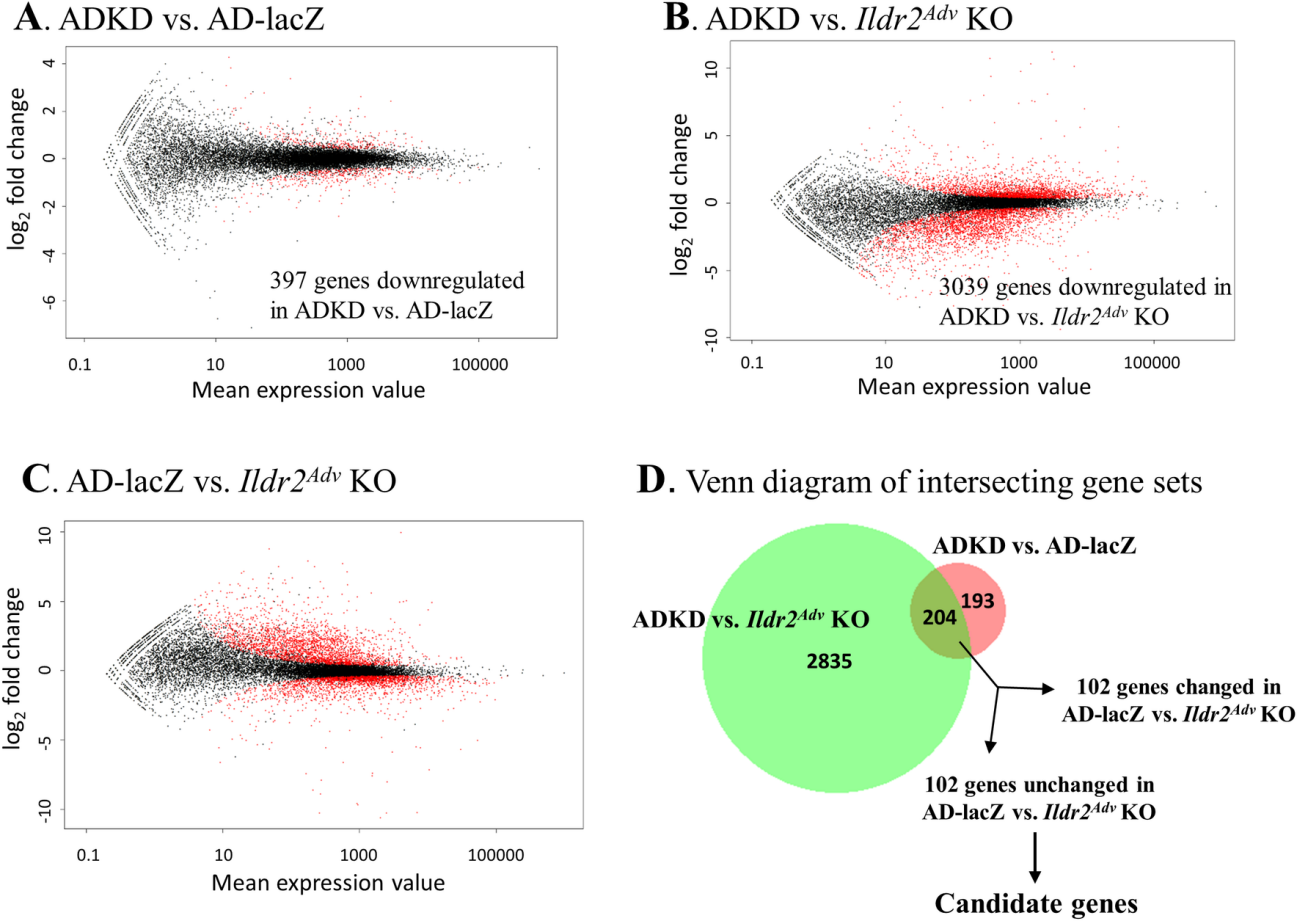
RNAseq analysis of AdV-KD vs. *Ildr2*^*Adv*^ KO livers identifies candidate genes for shRNA off-target effects. “Minus over average” (MA) plots showing log_2_ fold change vs. normalized mean for each comparison. Red dots represent significantly upregulated or downregulated genes in (A) ADKD vs. AD-lacZ mice, (B) ADKD and *Ildr2*^*Adv*^ KO mice, (C) AD-lacZ vs. *Ildr2*^*Adv*^ KO mice. (D) Venn diagram illustrating how the 102 candidate genes were identified. The intersection of genes downregulated in ADKD mice vs. *both* AD-lacZ and *Ildr2*^*Adv*^ KO was 204. 102 of these genes were not significantly changed in AD-lacZ vs. *Ildr2*^*Adv*^ KO. These became the target gene candidates (see **S1 Table** for complete list). This Venn diagram was created using BioVenn software [37] (www.biovenn.nl).

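All 102 genes of the S1 Table could be found in the deposited counts, and 93 of them were among the 161 candidate genes. Over the 102 genes, the median log2 fold change was -0.68 in ADKD vs. AD-lacZ, -0.80 in ADKD vs. *Ildr2* Adv KO and -0.03 in AD-lacZ vs. *Ildr2* Adv KO, and the log2 fold change in ADKD vs. AD-lacZ was at most -0.38. Of the 9 genes that did not meet the criteria, 6 were not past the adjusted p threshold of 0.01 in ADKD vs. AD-lacZ and 3 were changed in AD-lacZ vs. *Ildr2* Adv KO. Among them were *Diablo* and *Pja2*, with adjusted p of 0.00907 and 0.00979 in AD-lacZ vs. *Ildr2* Adv KO, and *P4hb* and *P4ha2*, with adjusted p of 0.0105 and 0.0248 in ADKD vs. AD-lacZ (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The remaining 68 candidate genes are not in the S1 Table. When each liver was left out in turn, from 58 to 92 of the genes of the S1 Table were among the candidate genes. These need not all be among the 93.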

These candidates were further refined by searching for genes that have been implicated in NAFLD genome-wide association studies (*Ppp1ca*) [38], genes associated with other liver disease, (*Dguok*, *Ass1*) [39, 40], and obesity-related genes (*Slc39a1*) [41]. 

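*Ppp1ca* (chromosome 19, 4192158 to 4195419 in NCBIM37) had 199 ± 19.6 CPM in AD-lacZ livers (SD, n = 4), 96.9 ± 4.68 in ADKD livers (SD, n = 4) and 197 ± 15.2 in *Ildr2* Adv KO livers (SD, n = 4). Its log2 fold change was -1.03 in ADKD vs. AD-lacZ (standard error 0.08, adjusted p = 1.92e-05 from edgeR's quasi-likelihood test) and 0.01 in AD-lacZ vs. *Ildr2* Adv KO (standard error 0.09, adjusted p = 0.911). *Dguok* (chromosome 6, 83430211 to 83456963) changed less, with 13.0 ± 0.63 in AD-lacZ and 8.14 ± 0.40 in ADKD livers (SD, n = 4 each) and a log2 fold change of -0.67 (standard error 0.10, adjusted p = 0.00108). *Slc39a1* (chromosome 3, 90052094 to 90057534) fell from 74.9 ± 9.13 in AD-lacZ to 23.5 ± 2.22 in ADKD livers (SD, n = 4 each) and was at 73.9 ± 5.68 in *Ildr2* Adv KO livers (SD, n = 4), a log2 fold change of -1.66 in ADKD vs. AD-lacZ (standard error 0.10, adjusted p = 6.92e-06). *Ass1* (chromosome 2, 31325727 to 31376192) did not pass the threshold in ADKD vs. AD-lacZ, with a log2 fold change of -0.73 (standard error 0.16, adjusted p = 0.0129), although all 4 ADKD livers were below all 4 AD-lacZ livers (exact two-sided permutation test, p = 0.0286). It passed with DESeq2's Wald test (adjusted p = 0.000117). Its level in *Ildr2* Adv KO livers was 416 ± 150 against 253 ± 28.3 in AD-lacZ livers (SD, n = 4 each).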

Since the shRNA was targeted to *Ildr2*’s exon 2 which encodes for an IgG domain, we identified genes that are part of the IgG-like family (*Neo1*, *Ptp4a1*, *Scn8a*, *Unc13b*); additionally, we found a gene located near *Ildr2* on chromosome 1 (*Pogk*) [5].

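The membership of these genes in the IgG-like family is the paper's and was not checked here. Among the genes that the paper places there, *Neo1* (chromosome 9, 58722486 to 58884248 in NCBIM37) had 37.2 ± 3.26 CPM in AD-lacZ and 19.2 ± 2.10 in ADKD livers (SD, n = 4 each), a log2 fold change of -0.95 (standard error 0.10, adjusted p = 0.000115 from edgeR's quasi-likelihood test). *Ptp4a1* (chromosome 1, 30997148 to 31006615) had 29.5 ± 2.18 and 13.8 ± 2.39 (SD, n = 4 each), a log2 fold change of -1.09 (standard error 0.12, adjusted p = 2e-04). *Scn8a* (chromosome 15, 100785829 to 100876360) was low, at 2.14 ± 0.58 and 0.69 ± 0.19 (SD, n = 4 each). Its log2 fold change of -1.63 (standard error 0.29, adjusted p = 0.00358) was no longer past the threshold of 0.01 in 4 of the 8 fits that each left out 1 replicate (adjusted p from 0.0103 to 0.0166), nor with the replicate number as a block (log2 fold change -1.64, adjusted p = 0.01), nor with limma on FPKM (log2 fold change -0.13, adjusted p = 0.0565 with a pseudocount of 1, and -0.70, adjusted p = 0.0229 with 0.1). *Unc13b* (chromosome 4, 43071825 to 43277745) did not pass the threshold, with 14.9 ± 3.09 and 7.58 ± 2.33 (SD, n = 4 each) and a log2 fold change of -0.97 (standard error 0.22, adjusted p = 0.0149), and passed with DESeq2's Wald test (adjusted p = 0.00028) and when all 12 livers were in 1 fit (adjusted p = 0.00589). *Pogk* lies 67.8 kb from *Ildr2*, on chromosome 1 from 168314753 to 168339994 on the minus strand. It had 8.67 ± 1.22 in AD-lacZ, 4.56 ± 0.98 in ADKD and 11.0 ± 1.30 in *Ildr2* Adv KO livers (SD, n = 4 each). The log2 fold change of *Pogk* was -0.92 in ADKD vs. AD-lacZ (standard error 0.17, adjusted p = 0.00383) and its adjusted p was 0.0193 with the replicate number as a block, where the log2 fold change was also -0.92, and the call of *Pogk* was also lost in 4 of the 8 fits that each left out 1 replicate (adjusted p from 0.011 to 0.0157) and with limma on FPKM (adjusted p = 0.0132 with a pseudocount of 1 and 0.0176 with 0.1).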

Initial BLAST searches of the shRNA sequence yielded no complete match apart from *Ildr2*. However, searching for truncated portions of the 19-bp sequence yielded a partial match in *Dgka*. 

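Among the tested genes, the annotated mRNA of 21 held 12 or more consecutive bases of the 19-bp sequence, *Ildr2* with all 19 included. The median log2 fold change of the other 20 in ADKD vs. AD-lacZ was -0.17, and 17 of the 20 were lower in ADKD. A search for the reverse complement, chosen after results were seen, found 31 genes, *Dgka* included. Their median was 0.05, and 13 of the 31 were lower. At the adjusted p threshold of 0.01, 2 of the 20 were decreased (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pef1* holds bases 7 to 18 (ATCCTACTGCCA) in its 3′ UTR and had a log2 fold change of -0.71 (standard error 0.06, adjusted p = 5.37e-05). *Gm5506* holds bases 7 to 19 in its annotated 5′ UTR and had a log2 fold change of -0.53 (standard error 0.11, adjusted p = 0.00994), and as a predicted gene it is uncertain, since its reads can be split with a similar copy. Both matches contain ACTGCCA, which pairs with bases 2 to 8 of the antisense strand, so these calls do not separate the longer match from that shorter site. *Pef1* is also in the S1 Table. *Alg9* holds the longest match after *Ildr2*, of 15 bases (TTCAAATCCTACTGC, 3′ UTR), and had a log2 fold change of -0.18 (standard error 0.09, adjusted p = 0.196). The first 12 bases, GTTCAAATCCTA, were found in this orientation in the 3′ UTR of *Bri3bp* (log2 fold change -0.07, adjusted p = 0.567) and of *Kpna4* (-0.12, adjusted p = 0.489).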

*Dgka* is one of the 102 candidate genes identified by RNAseq analysis (**S1 Table**), and is 63% homologous to the *Ildr2* shRNA sequence. The first 12 bp of the 19 bp shRNA sequence, GTTCAAATCCTA, exactly a sequence in exon 4 of the *Dgka* mRNA. 

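*Dgka* is annotated on the minus strand of chromosome 10 from 128157197 to 128181112 in NCBIM37. The 12 bases GTTCAAATCCTA lie from 128173308 to 128173319, within exon 4 (128173197 to 128173332) of the 24 exons of the annotated coding transcript. They are read on the plus strand of the chromosome, opposite to the direction in which *Dgka* is transcribed, so that the *Dgka* mRNA holds their reverse complement, TAGGATTTGAAC, at bases 485 to 496 of the transcript, in the coding sequence. In the mRNA the 30 bases before it read GATTTTGCCAGGGAGATGCCATTGGGTACC and the 30 bases after it read AATTCATGAAAATGTATCTGGAAATGGAGG. Read on the strand of the shRNA's sense sequence and with positions counted from 1 at its 5′ end, the 19 bases of the genome, GTTCAAATCCTAGGTACCC, differ from the shRNA by C13G, T14G, G15T, C16A, A18C and G19C, so that 13 of the 19 bases were identical and the run of 12 made up 63.2%. The longest run of the 19 bases that the *Dgka* mRNA holds in the orientation found in *Ildr2* was 8 bases, TCCTACTG, in the 3′ UTR.

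**Figure D3:**
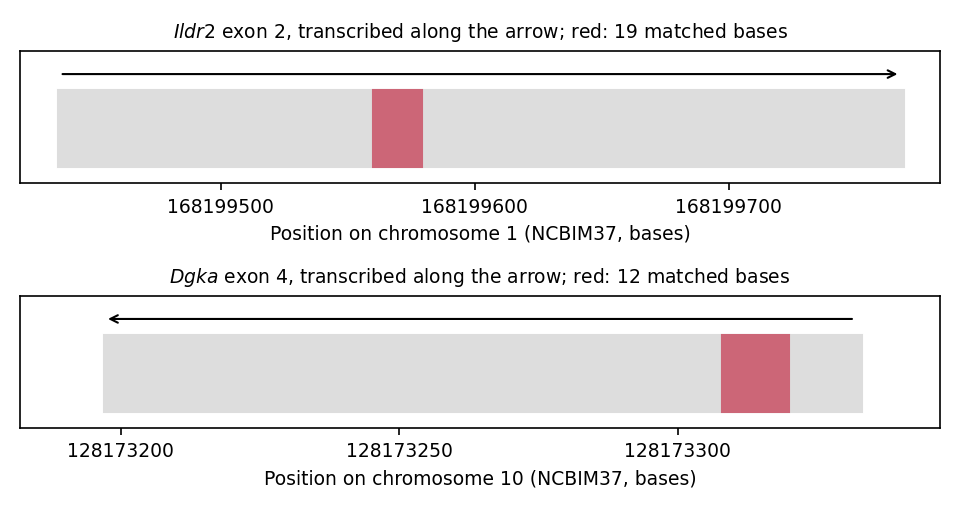
Exon 2 of *Ildr2* on chromosome 1 and exon 4 of *Dgka* on chromosome 10 (grey, horizontal axis in bases of NCBIM37), with the 19 and 12 matched bases in red and the direction of transcription as arrows. The matched bases are on the plus strand in both, along the transcription of *Ildr2* and against that of *Dgka*.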

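*Dgka* had 9.04 ± 1.33 CPM in AD-lacZ livers (SD, n = 4), 4.17 ± 1.08 in ADKD livers (SD, n = 4) and 9.08 ± 1.24 in *Ildr2* Adv KO livers (SD, n = 4). The values came from 51 to 112 counts per ADKD liver, 129 to 198 per AD-lacZ liver and 153 to 221 per *Ildr2* Adv KO liver. Every ADKD liver was below every other liver (exact two-sided permutation test against each group, p = 0.0286). The log2 fold change was -1.10 in ADKD vs. AD-lacZ (standard error 0.19, adjusted p = 0.00284 from edgeR's quasi-likelihood test), a decrease of 53.4%, and -1.11 in ADKD vs. *Ildr2* Adv KO (standard error 0.19, adjusted p = 0.000541), a decrease of 53.7%. In AD-lacZ vs. *Ildr2* Adv KO it was -0.01 (standard error 0.14, adjusted p = 0.97). With the replicate number as a block, the log2 fold change in ADKD vs. AD-lacZ was -1.11 and the adjusted p was 0.0104, just over the threshold of 0.01. When each liver was left out in turn it lay between -1.21 and -0.95 in ADKD vs. AD-lacZ and between -1.22 and -0.96 in ADKD vs. *Ildr2* Adv KO, and the adjusted p in ADKD vs. AD-lacZ was over the threshold without AD-lacZ replicate 3 (adjusted p = 0.0102). From the authors' FPKM values, limma's test on log2(FPKM + 1) gave -0.68 (adjusted p = 0.0103).

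**Figure D4:**
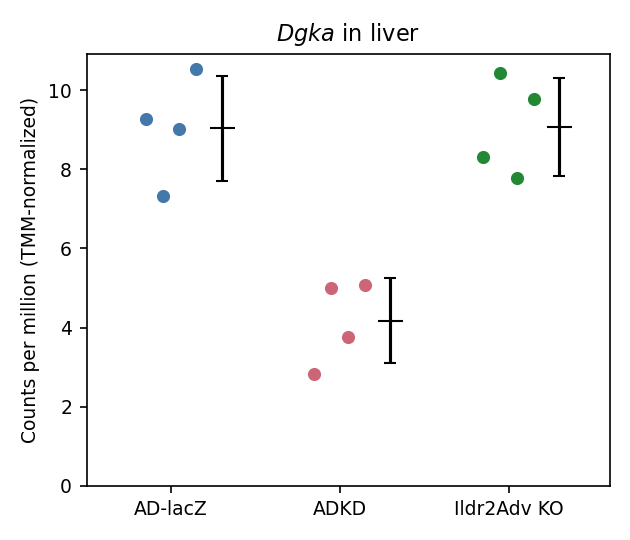
Normalized counts (CPM) of *Dgka* in each liver (points) with the mean and SD of each group (bar, n = 4). The ADKD livers lie between 2.83 and 5.07, and the lowest liver of the other groups is at 7.32.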

*Dgka* expression is downregulated by 50–60% in ADKD livers compared to AD-lacZ and *Ildr2*^*Adv*^ KO samples, suggesting that it could be targeted by the *Ildr2* shRNA. *Dgka* encodes diacylglycerol kinase alpha (DGKα), which functions to convert diacylglycerides (DAGs) to phosphatidic acid [42]. DAG species are increased in mouse embryonic fibroblasts from *Dgka*-null mice [43] similar to increases in DAG species observed in steatotic human liver [44]. These data suggest that loss of *Dgka* expression could result in the steatosis observed in our ADKD mice.

## Discussion

In this study we describe several mouse models developed in an effort to replicate the hepatic steatosis phenotype of adenoviral *Ildr2* shRNA KD mice. Using the Cre-loxP system, we created congenital and acute, hepatocyte-only and liver-specific *Ildr2* KO mice. However, none of these KO models recapitulated the phenotype of hepatic steatosis observed in the adenoviral *Ildr2* shRNA KD mice [4].

RNAi-mediated knockdowns have been effectively used in many experimental settings, and are particularly useful in *in vitro* studies, and in instances in which a genetic knockout would be prohibitively expensive or difficult to make, or where the knockout is embryonically lethal. KD and KO models are generally quite similar, e.g., *Pparα* siRNA KD mice phenocopy the null transgenics [45] and *Cx43* KO and KD mouse astrocytes have very similar transcriptional profiles [46].

However, discrepancies between RNAi-mediated KD and KO mouse models are not uncommon. As observed in this study and by others, siRNAs and shRNAs can have off-target effects due to sequence similarity to unintended gene targets [14, 15, 34]. RNAi-mediated knockdowns can also exhibit a more severe phenotype than the KO or null mutant due to disruption of the gene at a more mature developmental stage, when functional compensation is difficult [18, 47]. This situation has been documented, for example, for the genes *thymosin β4* and *Sprn*/*Prnp* in mice, and *ABP1* in *Arabdopsis thaliana* [48–50].

Our studies in which *Ildr2* shRNA KD adenovirus was administered to *Ildr2*^*Alb*^ KO mice revealed that lipid accumulation occurred with the adenovirus treatment, regardless of *Ildr2* genotype of the recipient mouse (**Fig 4**). These experiments indicate that the hepatic lipid phenotype is due primarily to treatment with the adenovirus shRNA, rather than to loss of *Ildr2* expression *per se*, which suggests that this shRNA targeted genes in addition to *Ildr2*. We identified *Dgka*, among other gene candidates, as a potential target of adenoviral *Ildr2* shRNA in ADKD mice. Given its homology to the shRNA sequence, its reduced expression in ADKD mice, and its functional role in lipid metabolism [43, 44, 51], we propose that shRNA targeting of *Dgka* could account for the difference in lipid accumulation between ADKD and KO mice.

Adenovirus is an efficient vector for introduction of gene products into cells both *in vitro* and *in vivo*. The adenovirus used in this and our previous study [4] was human adenovirus serotype 5, one of the most commonly used adenoviruses which displays specific liver tropism, and thus is very useful for directing gene products to the liver. However, use of adenoviruses in these contexts can be problematic for several reasons. One overriding concern is that, since they are infectious agents, they can stimulate inflammatory responses in the infected cells [6–8]. This response can mask or confound the effect(s) of whatever biological molecules are being delivered to the cells. Another issue with adenovirus is that its tissue tropism, while specific, is not exclusive, and it can affect tissues other than the target tissue [11]. Additionally, the various methods of measuring adenoviral titer make it difficult to control the amount of active virus that is administered in an experiment, which can lead to significant variation among experiments. The sensitivity of viral activity to temperature changes, i.e. freeze-thaw cycles, also contributes to experimental variability [52, 53].

The experiments described here highlight some of the difficulties in working with adenoviruses. In addition to possible aberrant RNAi gene targeting, the striking phenotype of the original ADKD mice may also have been due to adenovirus-induced inflammation and /or targeting of extra-hepatic tissues. While we confirmed that *Ildr2* expression was maintained in other tissues of ADKD mice [4], we cannot rule out that the Adv may have infected other organs. Another concern is that the amount of active *Ildr2* shRNA adenovirus used to infect *Ildr2*^*Alb*^ KO mice may have decreased from its activity level at the time of ADKD infection. Although the same titer was used in both experiments (3x10^11^ optical particle units (OPU)/mouse), this titer only measures adenovirus concentration, not viral activity. A reduction in adenoviral activity could also explain the difference in lipid accumulation and severity of steatosis between ADKD mice and *Ildr2*^*Alb*^ KO mice infected with Adv-*Ildr2* shRNA. Use of appropriate controls enabled us to deconvolute the effects of *Ildr2* expression on hepatic steatosis in our various mouse models; however, the confounding effects of using adenovirus as a primary delivery system remain a significant issue.

## Conclusions

We have clearly shown that loss of *Ildr2*—whether specifically in hepatocytes or in all liver cells—is not sufficient to cause hepatic steatosis. These studies indicate that, contrary to the inferences reached based on acute shRNA-mediated KD [4], ILDR2 plays a minimal role in hepatic lipid metabolism. We propose that interruption of other gene(s) significantly contributed to the steatotic phenotype of the original ADKD. RNA-seq identified 102 genes that are significantly reduced in ADKD mice vs. *Ildr2*^*Adv*^ KOs or AD-lacZ controls (**S1 Table**). Among these 102 genes, the most likely candidate is *Dgka*, which contains a sequence that could be targeted by the *Ildr2* shRNA. It is worth noting that hepatic lipid accumulation due to Adv-*Ildr2* shRNA treatment was only observed in mice with at least a 50% reduction in *Ildr2* expression. Thus, it is possible that KD of candidate gene(s) interacts with *Ildr2* hypomorphism to induce steatosis.

*Ildr2* was initially identified as modifier of diabetes susceptibility [5], and ongoing work in our lab has confirmed its role in beta cell function, glucose homeostasis, and metabolic partitioning of energy stores. Additionally, ILDR2, along with ILDR1 and ILDR3, are members of the angulin family which maintain membrane integrity at tricellular epithelial tight junctions [54, 55]. Our development of conditional KO mice to clarify the role of ILDR2 in the liver, can now facilitate the study of ILDR2 in various tissues and conditions, enabling a more complete understanding of this novel gene in mammalian biology.

## Methods

### Ethics statement

All animal experiments were approved by Columbia Institutional Animal Care and Use Committee (Protocol# AAAH0707 and AAAR0416).

### Animal care

Mice were housed at room temperature in a 12-hr light/12hr-dark vivarium, with ad libitum access to 5058 Purina PicoLab Mouse Diet 20 (9% kcal from fat) and water. High-fat diet (HFD) fed mice received chow with 60% kcal from fat (Research Diets #D12492i). Where noted, blood was collected by submandibular bleeding. Fat and lean mass were measured with an EchoMRI Analyzer (Bruker Optics), calibrated using mouse carcasses [56]. Mice were euthanized by cervical dislocation for liver tissue collection or prior to primary hepatocyte isolation.

### Mouse strains

To generate *Ildr2* floxed mice (*Ildr2*^*fl/fl*^), a targeting construct containing *Ildr2* exon 1 flanked by loxP sites and a neomycin resistance cassette (transcribed in opposite direction of gene, 1.6 kb from exon 1) was electroporated into V6.5 (129 x B6 F1) ESCs. Electroporated ESCs were selected with G418, picked, and 384 colonies were clonally expanded. Positive integration of the targeting construct was identified by PCR followed by confirmation of correct integration by Southern blot. A positive clone was injected into E3.5 BDF1 blastocytes and transferred into the uteri of pseudopregnant CD1 mice (Crl:CD1; Charles River). Floxed alleles in the pups were confirmed by PCR. Chimeric mice were crossed with C57BL/6J (Jackson Labs) mice and offspring were confirmed carriers by PCR and Southern blot analysis. Mice that carried the floxed allele were backcrossed to C57BL/6J mice (obtained from Jackson Labs) for 10 generations then intercrossed to create B6.129S-*Ildr2*^*fl/fl*^ mice. These mice were bred with albumin-Cre mice (B6.Cg-Tg(Alb-cre)21Mgn/J, Jackson Labs stock #003574) until all offspring segregated for two floxed alleles and one or no copies of Cre.

### Adenovirus production and administration

Adenovirus expressing *Ildr2* shRNA was designed, produced and amplified as previously described [4]. Adenovirus expressing *lacZ* shRNA was designed and produced as previously described [4], but amplification and purification procedures were performed by Welgen, Inc (Worcester, MA). Mice were administered 3x10^11^ OPU/mouse via tail vein injection. AAV-TBG-Cre, AAV-TBG-eGFP, adenoviral-Cre, and adenoviral-GFP were obtained from the University of Pennsylvania Vector Core (Philadelphia, PA). Mice were administered 1.3x10^11^ genome copies/mouse via tail vein injection.

### Lipid measurements in tissue and plasma

Capillary blood from submandibular bleeds was collected in heparinized tubes and centrifuged at 200 x *g* for 20 minutes at 4°C to separate plasma. Lipid extraction from liver was adapted from the Folch method [57]. Approximately 100 mg tissue were homogenized in 3 mL phosphate-buffered saline (PBS). 12 mL 2:1 chloroform: methanol (CHCl_3_: MeOH) were added and mixture was vortexed twice for 15 seconds each. After centrifuging at 3000 rpm for 10 minutes, the organic lower layer was transferred to a 20-mL glass scintillation vial. An additional 10 mL 2:1 CHCl_3_: MeOH were added to upper layer and vortexing and centrifugation were repeated. Organic lower layer was added to first extraction in scintillation vial. Solvent was dried down under nitrogen (N_2_) gas followed by lipid resuspension in 1 mL 15% Triton X-100 in CHCl_3_. Solvent was dried down again under N_2_ gas and remaining lipid was resuspended in 1mL H_2_O. Triglyceride and total cholesterol in plasma and liver extracts were measured with the Infinity Triglycerides (Thermo Scientific) and Cholesterol E (Wako Diagnostics) kits, respectively.

### Glycogen measurement

For glycogen extraction 100 mg tissue were homogenized in 1 mL H_2_O on ice, boiled for 10 minutes, then centrifuged at 13,000 x *g* for 10 minutes to pellet insoluble material. Supernatant was transferred to a new tube and used for glycogen measurement. Glycogen was measured using a glycogen assay kit from Sigma-Aldrich (#MAK016)

### Primary hepatocyte and non-parenchymal cell isolation

Primary hepatocytes isolation was performed as previously described [4] with the exception of euthanasia prior to laparotomy and perfusion. The supernatant from primary hepatocyte centrifugation was collected and spun down at 500 x *g*, for 10 minutes at 4°C according to a protocol for isolating Kupffer cells by Xu, et al. [30]. The pelleted cells from this centrifugation were considered the non-parenchymal cell fraction.

### Hematoxylin and eosin histology

Liver sections were fixed in aqueous zinc-buffered formalin (Anatech, Ltd.), sectioned and visualized by hematoxylin (Fisher) and eosin (Crystalgen) staining. Images were obtained using an Olympus IX73 inverted microscope (Olympus America).

### RNA extraction, reverse transcription and quantitative PCR

Tissue and cell samples were homogenized in TRIzol® Reagent (Invitrogen) and extracted using the TRIzol® reagent protocol or the PureLink™ RNA Mini kit (Invitrogen). Reverse transcription was performed using the Transcriptor First Strand cDNA Synthesis kit (Roche). qPCR was performed using a Roche LightCycler® 480 instrument. qPCR primers are listed in **Table 2**. Tissue-specific standard curves for each gene (primer pair) were used to convert threshold crossing point (Cp) values to relative concentrations, which were then normalized to *36b4*, *Actb*, and/or *Gapdh* expression. In instances in which standard curves were not used, Cp values are shown, with lower Cp values indicating greater mRNA expression.

**Table 2:** List of qPCR primers.

Mouse gene name	Forward primer (5’ to 3’)	Reverse primer (5’ to 3’)
*36b4*	ACCTCCTTCTTCCAGGCTTTGG	CGAAGGAGAAGGGGGAGATGTT
*Actb*	CGGGCTGTATTCCCCTCCAT	GGGCCTCGTCACCCACATAG
*Gapdh*	CTGGAGAAACCTGCCAAGTATGATG	GAGACAACCTGGTCCTCAGTGTAGC
*Ildr2 –isoform 1*	GATTATGCCAGAGTGGGTGTTTGTC	CCCTGCTTCATACAAGGCCTGAG
*Ildr2 –isoform 4*	AACAGGGCTCGACGGTTAC	AACACCCACTCCAACACCAG
*Tbg*	GCAGAAAGGATGGGTTGAATTG	AAGTCAGCACTTTCAGCAAAGG
*F480*	CTTTGGCTATGGGCTTCCAGTC	GCAAGGAGGACAGAGTTTATCGTG

### RNAseq

RNA was extracted from liver samples as detailed above and sample integrity was assessed with an Agilent 2100 Bioanalyzer with all samples having RIN numbers greater than 8.0. mRNA was isolated using a poly-A pulldown [58] and reverse transcription to generate cDNA. The cDNA was sequenced using single-ended sequencing on a HiSeq2000 according to manufacturer’s recommendations (Illumina; San Diego, CA). The pass filter (PF) reads were mapped to mouse reference genome mm9 using TopHat (version 2.0.4). TopHat infers novel exon-exon junctions *ab initio*, and combines them with junctions from known mRNA sequences (refgenes) as the reference annotation [59]. For each read, we allowed up to 3 mismatches and 10 multiple hits during the mapping. The software package DESeq [35] in R (Version 3.4.1) was used to conduct the differential gene expression analysis. Multiple comparisons were adjusted by the Benjamini-Hochberg approach, and differentially expressed genes were determined at false discovery rate of 0.01.

### Statistical analysis

Statistics were performed using GraphPad Prism 7 software. Data are represented as mean ± standard error (SEM). Statistical comparisons were made using the Student’s two-tailed t-test for 2 groups or two-way analysis of variance (ANOVA) for 4 groups.

## Supporting information

S1 Table RNAseq candidate gene list. 

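The S1 Table gives for each of 102 genes the average count in AD-lacZ, ADKD and *Ildr2* Adv KO livers and the paper's p in each of the 3 comparisons. Each average count in the table is the mean of the deposited counts of the 4 livers, without normalization for library size. This was checked for all 102 genes, of which 97 matched by symbol and 5 by the average counts alone, because their printed symbols differ from those in the counts. For *Rps19bp1*, the gene with the smallest p in ADKD vs. AD-lacZ, the means of the counts were 275.5 in AD-lacZ, 65.5 in ADKD and 266.75 in *Ildr2* Adv KO livers, where the paper's table gives 276, 66 and 267. After normalization its log2 fold change was -1.79 in ADKD vs. *Ildr2* Adv KO (standard error 0.14, adjusted p = 2.27e-06 from edgeR's quasi-likelihood test). *Slc27a4*, which follows *Rps19bp1* and *Slc39a1* in the table, had a log2 fold change of -1.30 in ADKD vs. AD-lacZ (standard error 0.09, adjusted p = 1.18e-05) and -1.42 in ADKD vs. *Ildr2* Adv KO (standard error 0.15, adjusted p = 2.34e-05). The paper's p in the table are at most 0.00987 in ADKD vs. AD-lacZ and 0.00994 in ADKD vs. *Ildr2* Adv KO, and at least 0.127 in AD-lacZ vs. *Ildr2* Adv KO.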

(PDF) Click here for additional data file.

# Supplementary material for: ILDR2 has a negligible role in hepatic steatosis
**Source:** PLoS One. 2018 May 30;13(5):e0197548. doi: 10.1371/journal.pone.0197548
**Supplement:** S1 Table

**S1 Table: RNAseq candidate gene list**

|                      | Average counts |           |                                | p <sub>adj</sub> values |                                            |                                               |
|----------------------|----------------|-----------|--------------------------------|-------------------------|--------------------------------------------|-----------------------------------------------|
| Gene name            | AD-lacZ        | ADKD      | <i>Ildr2</i> <sup>Adv</sup> KO | ADKD vs.<br>AD-lacZ     | ADKD vs.<br><i>Ildr2</i> <sup>Adv</sup> KO | AD-lacZ vs.<br><i>Ildr2</i> <sup>Adv</sup> KO |
| <i>Rps19bp1</i>      | 276            | 66        | 267                            | 6.98E-28                | 6.49E-18                                   | 0.199                                         |
| <i>Slc39a1</i>       | 1314           | 422       | 1524                           | 2.18E-26                | 1.42E-31                                   | 1.000                                         |
| <i>Slc27a4</i>       | 1167           | 473       | 1504                           | 3.05E-23                | 1.04E-08                                   | 0.666                                         |
| <i>Aldh4a1</i>       | 5277           | 2521      | 6117                           | 3.63E-19                | 9.96E-05                                   | 1.000                                         |
| <i>Ndst1</i>         | 3091           | 1464      | 3079                           | 8.28E-19                | 1.37E-10                                   | 0.127                                         |
| <i>Ppp1ca</i>        | 3562           | 1720      | 4107                           | 4.12E-18                | 1.20E-15                                   | 0.956                                         |
| <i>Rab1b</i>         | 3043           | 1523      | 3700                           | 4.45E-16                | 3.10E-16                                   | 0.882                                         |
| <i>2900097C17Rik</i> | 1326           | 662       | 1417                           | 2.73E-14                | 5.36E-10                                   | 0.478                                         |
| <i>Ptp4a1</i>        | 529            | 246       | 558                            | 4.76E-13                | 1.85E-06                                   | 0.463                                         |
| <i>6330578E17Rik</i> | 2685           | 1434      | 2716                           | 5.05E-13                | 2.98E-07                                   | 0.174                                         |
| <i>Tbc1d13</i>       | 852            | 426       | 1090                           | 1.00E-12                | 5.29E-15                                   | 0.571                                         |
| <i>Ubf1d1</i>        | 972            | 494       | 1155                           | 1.28E-12                | 3.30E-12                                   | 1.000                                         |
| <i>Gm98</i>          | 1354           | 708       | 1630                           | 1.54E-12                | 1.30E-12                                   | 0.948                                         |
| <i>Tmem123</i>       | 1090           | 563       | 1404                           | 2.37E-12                | 5.18E-15                                   | 0.520                                         |
| <i>Nt5dc2</i>        | 336            | 151       | 374                            | 1.68E-11                | 2.06E-09                                   | 0.819                                         |
| <i>Neo1</i>          | 671            | 345       | 676                            | 7.21E-11                | 1.09E-05                                   | 0.224                                         |
| <i>Sumf2</i>         | 291            | 135       | 290                            | 9.58E-10                | 8.90E-06                                   | 0.283                                         |
| <i>Acpl2</i>         | 266            | 124       | 338                            | 4.16E-09                | 9.22E-11                                   | 0.711                                         |
| <i>Pcgf2</i>         | 181            | 79        | 210                            | 2.44E-08                | 2.32E-04                                   | 1.000                                         |
| <i>Cpsf2</i>         | 783            | 448       | 841                            | 4.44E-08                | 9.82E-06                                   | 0.539                                         |
| <i>Wfdc2</i>         | 201            | 59        | 190                            | 5.30E-08                | 6.97E-09                                   | 0.260                                         |
| <i>Ccdc50</i>        | 1569           | 946       | 2019                           | 7.78E-08                | 1.72E-10                                   | 0.518                                         |
| <i>Tspan4</i>        | 626            | 359       | 772                            | 1.70E-07                | 1.80E-04                                   | 0.876                                         |
| <i>Reck</i>          | 81             | 27        | 87                             | 4.09E-07                | 6.94E-06                                   | 0.776                                         |
| <i>Pef1</i>          | 1057           | 642       | 1345                           | 4.99E-07                | 3.00E-09                                   | 0.599                                         |
| <i>Scpep1</i>        | 1018           | 618       | 1254                           | 5.33E-07                | 2.74E-08                                   | 0.814                                         |
| <i>Diablo</i>        | 560            | 326       | 548                            | 7.33E-07                | 2.44E-03                                   | 0.148                                         |
| <i>lcmt</i>          | 1088           | 675       | 1172                           | 1.65E-06                | 1.36E-04                                   | 0.535                                         |
| <i>Celf1</i>         | 3216           | 2074      | 3415                           | 1.96E-06                | 4.12E-04                                   | 0.405                                         |
| <b><i>Dgka</i></b>   | <b>160</b>     | <b>75</b> | <b>187</b>                     | <b>2.38E-06</b>         | <b>1.57E-06</b>                            | <b>1.000</b>                                  |
| <i>Ssu72</i>         | 986            | 613       | 1306                           | 2.66E-06                | 1.26E-09                                   | 0.360                                         |

|                      |      |      |      |          |          |       |
|----------------------|------|------|------|----------|----------|-------|
| <i>Stat6</i>         | 1590 | 1019 | 1825 | 4.42E-06 | 1.33E-05 | 0.946 |
| <i>Chtf8</i>         | 1247 | 792  | 1459 | 4.68E-06 | 5.19E-06 | 1.000 |
| <i>Dpp8</i>          | 1734 | 1118 | 1816 | 5.03E-06 | 1.21E-03 | 0.352 |
| <i>lpo5</i>          | 1941 | 1256 | 2423 | 5.06E-06 | 2.05E-04 | 0.748 |
| <i>Snx4</i>          | 802  | 500  | 980  | 6.65E-06 | 6.53E-07 | 0.884 |
| <i>1810011O10Rik</i> | 785  | 491  | 927  | 7.77E-06 | 4.37E-06 | 1.000 |
| <i>Trappc9</i>       | 395  | 232  | 451  | 8.09E-06 | 2.62E-05 | 0.930 |
| <i>Erp29</i>         | 949  | 602  | 1228 | 8.70E-06 | 2.19E-08 | 0.489 |
| <i>Eif3h</i>         | 2005 | 1332 | 2224 | 2.32E-05 | 3.12E-04 | 0.712 |
| <i>Pja2</i>          | 1062 | 693  | 1459 | 3.17E-05 | 1.63E-09 | 0.191 |
| <i>Arl4d</i>         | 531  | 312  | 756  | 4.58E-05 | 8.90E-05 | 0.370 |
| <i>Cdt1</i>          | 233  | 121  | 366  | 5.32E-05 | 6.90E-05 | 0.207 |
| <i>Rab34</i>         | 205  | 97   | 260  | 6.48E-05 | 3.52E-09 | 0.749 |
| <i>Pogk</i>          | 155  | 82   | 225  | 7.69E-05 | 6.56E-09 | 0.216 |
| <i>Gtf3c1</i>        | 1771 | 1062 | 1764 | 9.27E-05 | 1.34E-03 | 0.140 |
| <i>Pofut1</i>        | 410  | 255  | 540  | 1.02E-04 | 2.24E-07 | 0.454 |
| <i>Atr</i>           | 601  | 389  | 716  | 1.29E-04 | 8.64E-05 | 1.000 |
| <i>Tbc1d20</i>       | 807  | 534  | 894  | 1.38E-04 | 1.04E-03 | 0.733 |
| <i>Rpa2</i>          | 295  | 155  | 341  | 1.44E-04 | 6.00E-04 | 1.000 |
| <i>Nol3</i>          | 24   | 4    | 36   | 1.49E-04 | 1.04E-07 | 0.533 |
| <i>Psm14</i>         | 1404 | 955  | 1472 | 1.54E-04 | 9.94E-03 | 0.359 |
| <i>Tax1bp3</i>       | 72   | 30   | 82   | 1.58E-04 | 2.18E-04 | 0.969 |
| <i>Tab2</i>          | 1916 | 1221 | 2563 | 1.77E-04 | 2.59E-10 | 0.272 |
| <i>Cenpm</i>         | 148  | 62   | 167  | 1.77E-04 | 6.02E-07 | 0.915 |
| <i>Adss</i>          | 1756 | 1163 | 2309 | 1.97E-04 | 5.07E-04 | 0.602 |
| <i>Zdhhc2</i>        | 178  | 74   | 216  | 1.97E-04 | 2.57E-04 | 1.000 |
| <i>Ern1</i>          | 836  | 554  | 886  | 2.51E-04 | 5.07E-03 | 0.454 |
| <i>Sox12</i>         | 129  | 68   | 142  | 2.55E-04 | 3.50E-03 | 0.850 |
| <i>Slc4a4</i>        | 3541 | 2086 | 3876 | 2.74E-04 | 5.33E-07 | 0.621 |
| <i>Setd8</i>         | 1595 | 1039 | 1698 | 2.80E-04 | 1.04E-03 | 0.440 |
| <i>S100a16</i>       | 385  | 245  | 425  | 2.90E-04 | 1.66E-03 | 0.753 |
| <i>Rassf5</i>        | 334  | 210  | 429  | 3.19E-04 | 4.41E-06 | 0.623 |
| <i>Tmem189</i>       | 331  | 208  | 364  | 3.42E-04 | 1.95E-03 | 0.751 |
| <i>Plod3</i>         | 447  | 290  | 618  | 3.49E-04 | 6.00E-08 | 0.220 |
| <i>Scn8a</i>         | 38   | 12   | 46   | 4.04E-04 | 1.18E-04 | 1.000 |
| <i>Pcnxl3</i>        | 1147 | 795  | 1261 | 5.32E-04 | 4.14E-03 | 0.677 |
| <i>Akap11</i>        | 1114 | 771  | 1316 | 5.49E-04 | 2.44E-04 | 1.000 |

|                      |       |       |       |          |          |       |
|----------------------|-------|-------|-------|----------|----------|-------|
| <i>2310022B05Rik</i> | 445   | 291   | 599   | 5.60E-04 | 5.46E-07 | 0.336 |
| <i>Vps39</i>         | 584   | 391   | 754   | 5.91E-04 | 4.03E-06 | 0.543 |
| <i>Nacc1</i>         | 1123  | 783   | 1361  | 7.35E-04 | 9.58E-05 | 0.911 |
| <i>Zswim7</i>        | 182   | 107   | 196   | 7.37E-04 | 5.19E-03 | 0.680 |
| <i>Entpd5</i>        | 11076 | 7174  | 13493 | 7.81E-04 | 9.33E-08 | 0.877 |
| <i>Ass1</i>          | 4516  | 2710  | 8270  | 8.68E-04 | 2.85E-03 | 0.133 |
| <i>Pip4k2c</i>       | 656   | 449   | 870   | 9.94E-04 | 1.80E-06 | 0.382 |
| <i>Dguok</i>         | 231   | 144   | 250   | 1.15E-03 | 6.84E-03 | 0.693 |
| <i>Hfe</i>           | 1107  | 783   | 1321  | 1.41E-03 | 4.08E-04 | 1.000 |
| <i>Atg16l2</i>       | 212   | 133   | 238   | 2.03E-03 | 3.74E-03 | 0.892 |
| <i>P4hb</i>          | 21192 | 15697 | 28758 | 2.26E-03 | 1.49E-05 | 0.181 |
| <i>Ctsz</i>          | 4039  | 2972  | 4668  | 2.40E-03 | 2.43E-03 | 0.977 |
| <i>P4ha2</i>         | 131   | 59    | 153   | 2.61E-03 | 2.92E-03 | 1.000 |
| <i>Slc34a2</i>       | 47    | 13    | 38    | 2.86E-03 | 6.03E-03 | 0.350 |
| <i>Nle1</i>          | 85    | 45    | 123   | 3.35E-03 | 5.77E-06 | 0.358 |
| <i>Grina</i>         | 3684  | 2736  | 4162  | 3.76E-03 | 8.64E-03 | 0.835 |
| <i>Gnl3l</i>         | 445   | 311   | 630   | 5.38E-03 | 8.05E-07 | 0.155 |
| <i>Unc13b</i>        | 258   | 132   | 309   | 5.41E-03 | 3.97E-06 | 0.998 |
| <i>Tesk1</i>         | 476   | 333   | 563   | 5.89E-03 | 1.98E-03 | 1.000 |
| <i>Mcm3</i>          | 371   | 248   | 546   | 6.06E-03 | 4.12E-03 | 0.346 |
| <i>Maged1</i>        | 2143  | 1603  | 2458  | 6.93E-03 | 8.08E-03 | 0.938 |
| <i>Frmd8</i>         | 522   | 359   | 738   | 6.97E-03 | 1.74E-07 | 0.139 |
| <i>Eaf1</i>          | 1713  | 1276  | 2136  | 7.07E-03 | 7.08E-04 | 0.725 |
| <i>Inpp1</i>         | 1205  | 890   | 1596  | 7.12E-03 | 1.70E-05 | 0.351 |
| <i>4732418C07Rik</i> | 478   | 338   | 563   | 7.12E-03 | 3.10E-03 | 1.000 |
| <i>Slk</i>           | 1319  | 980   | 1676  | 8.11E-03 | 1.49E-04 | 0.606 |
| <i>Comtd1</i>        | 99    | 57    | 151   | 8.13E-03 | 1.72E-06 | 0.163 |
| <i>Dock8</i>         | 823   | 553   | 1011  | 8.68E-03 | 1.93E-05 | 0.848 |
| <i>Pdia4</i>         | 4016  | 2883  | 4695  | 8.70E-03 | 5.53E-04 | 1.000 |
| <i>Echdc3</i>        | 948   | 700   | 1165  | 9.08E-03 | 7.53E-04 | 0.828 |
| <i>Galns</i>         | 352   | 246   | 490   | 9.20E-03 | 6.04E-06 | 0.228 |
| <i>1110008P14Rik</i> | 390   | 275   | 474   | 9.37E-03 | 1.52E-03 | 0.928 |
| <i>Edem1</i>         | 3313  | 2515  | 4237  | 9.87E-03 | 1.16E-04 | 0.533 |
| <i>AI597479</i>      | 322   | 223   | 410   | 9.87E-03 | 3.30E-04 | 0.684 |

How the deposited data were processed for this re-analysis (not part of the article)

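RNA sequencing of livers from 12 male mice was examined, 4 each of AD-lacZ, ADKD and *Ildr2* Adv KO. For the counts, the authors mapped single-end reads to mm9 with TopHat and deposited the number of reads on each gene symbol in each liver, without normalization. The paper does not name the program that counted the reads. For the FPKM values, the authors deposited a normalized estimate per gene in each liver, made from the same alignments, in the format of a Cufflinks table. The FPKM values per transcript were left out, since the results here are per gene.

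The files hold 23284 gene symbols, of which 18613 had a count in any of the 12 livers. The total count per liver lay between 14284916 and 23460817. Counts were normalized with TMM and tested with edgeR 4.0.16 in R 4.3.3, by a robust quasi-likelihood fit and a two-sided test for each pair of groups, with Benjamini-Hochberg adjustment over the 13784 genes kept by edgeR's filterByExpr over the 12 livers. Genes were called at an adjusted p under 0.01. Candidate genes were decreased in ADKD in both comparisons and had an adjusted p of 0.01 or more in AD-lacZ vs. *Ildr2* Adv KO. For single genes an exact two-sided permutation test of CPM was added, with 70 arrangements of 4 livers against 4 and a smallest p of 0.0286. Tested on simulated data with 200 genes changed by a log2 fold change of 1, edgeR recovered 75%, DESeq2 81% and the re-implemented DESeq test 77%.

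The alternatives were DESeq2's size factors, DESeq2's Wald test (version 1.42.0), the exact negative binomial test of DESeq written anew from its published description, no filter, a minimum of 10 counts in every liver, all 12 livers in 1 fit, the replicate number as a block, offsets for GC content and gene length (13602 of the tested genes, a spline with 4 degrees of freedom for each), both together, counts thinned to the smallest library, an adjusted p threshold of 0.05, each replicate left out in turn, and limma 3.58.1 on log2 FPKM with a pseudocount of 1 or 0.1. With the block, 216 genes were decreased in ADKD vs. AD-lacZ.

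The shRNA sequence was searched in the mouse assembly NCBIM37 and in the mRNAs of the GENCODE M1 annotation, on both strands. A seed site is the sequence in an mRNA that pairs with bases 2 to 8 of the antisense strand, here ACTGCCA. It was looked for in the 3′ UTR of 13100 tested genes. Its effect was the difference in median log2 fold change between genes with and without the site, ranked among all 7-base sites found in at least 500 genes. In simulated data with a shift of -0.15 on 1 site, the difference recovered was -0.15. Gene lists for lipogenesis, the unfolded protein response, diacylglycerol kinases, T cells, macrophages, proliferation and interferon were planned beforehand and summarised by their median log2 fold change. Predictions for these lists, for the seed site and for GC content were written down only after exploratory results had been seen. Python 3.11.15 with numpy, pandas, scipy and matplotlib was used.

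The genes named are those that the paper names from its RNA sequencing, the 5 candidate genes with the largest decrease whose 4 ADKD livers lay below the other 8, in each comparison the 3 genes with the largest change in each direction whose livers did not overlap, the 3 genes with the smallest p in the S1 Table, and 5 of the genes of the S1 Table that did not meet the criteria. Of the genes whose mRNA holds 12 or more bases of the shRNA sequence in the orientation found in *Ildr2*, those past the threshold, the one with the longest match after *Ildr2* and those with the first 12 bases are named as well, and their values under the alternatives were not tabulated. The *Ildr2* Adv KO livers differ from the others in day, fast, virus, experiment and, by the sample labels, age, so that no comparison with them isolates the genotype.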

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

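The tests of library size, of the sex of the livers and of the summed Mup family, and the count of shared conditions for the Mup genes, were chosen only after the result was seen.

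A liver stood far from the other 3 of its group in 7 of 117 groups looked at, and 5.8 would be found by chance, at 1 in 20. In AD-lacZ livers, *Pogk* was at 10.488 CPM in replicate 4 and between 7.958 and 8.248 in the others, *Krt20* was at 0.046 in replicate 2, a single count, and at 0 in the others, and *Mup7* was at 1011.426 in replicate 3 and between 622.344 and 651.574 in the others. In ADKD livers, *Diablo* was at 15.96 in replicate 3, the smallest library, and between 18.856 and 19.035 in the others. In *Ildr2* Adv KO livers, *Calcr* was at 0.039 in replicate 1, a single count, and at 0 in the others, *Gm14446* was at 4.725 in replicate 3 and between 2.385 and 2.69 in the others, and *H19* was at 1309.883 in replicate 4 and between 82.218 and 238.462 in the others. The number of such livers is close to that given by chance, and no biological explanation was tested.

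The paper does not discuss immune or proliferation genes as groups in the sequenced livers, although its S1 Table lists *Mcm3*, a gene of the proliferation list used here. In *Ildr2* Adv KO vs. AD-lacZ livers, the T cell list had a median log2 fold change of 3.0656, with 19 of 19 genes higher and 18 past the threshold, and the macrophage list one of 3.3256, with 9 of 9 tested genes higher. The proliferation list had a median of -1.3887, with 13 of 15 genes lower. With GC and length offsets the T cell median was 3.12, so a GC or length trend as these offsets model it does not account for it. With counts thinned to the smallest library it was 3.07, but since the values were already normalized for library size this does not test library size as a cause. For each of these 3 lists, 1 of the 8 splits of the livers that part all 4 same-numbered pairs, the real one, gave a median as large, and 8 splits cannot give a share under 0.05. The 27 other splits part 2 or 0 of these pairs, and over all 35 splits 1, the real one, gave a median as large for each of these lists. The recorded conditions that AD-lacZ and *Ildr2* Adv KO livers share, out of day after infection, fast and age as the sample labels give it, number 0. The text of the series gives all mice the same age, so a difference in age is not certain. The difference therefore cannot be told apart from day, fast, age, virus or experiment, and it gives no evidence on *Ildr2*. The paper reports inflammation in *Ildr2* Adv KO livers and attributes it to the adenovirus, because controls given adenoviral GFP had it too (Fig 3).

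The Mup genes, which the paper does not discuss, were far lower in *Ildr2* Adv KO livers. Their summed CPM was 8502 ± 1123 in AD-lacZ, 8122 ± 1898 in ADKD and 958.3 ± 371 in *Ildr2* Adv KO livers (SD, n = 4 each), a log2 ratio of -3.1493 for *Ildr2* Adv KO over AD-lacZ (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). All 17 tested Mup genes were lower past the threshold, with a median log2 fold change of -8.71, which was -8.72 with DESeq2's size factors and -8.47 with GC and length offsets. The sum over the family falls as well (-3.15), but by less than most single members, so how much of the decrease of single members comes from reads shared between Mup copies cannot be told. The sex of the livers does not account for it: the summed CPM of 4 genes of the Y chromosome was at least 217 in every *Ildr2* Adv KO liver and *Xist* had at most 25 counts there. The conditions shared with AD-lacZ livers number 0 here too, so that the decrease cannot be told apart from day, fast, age, virus or experiment.

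*H19* was nearly absent from AD-lacZ livers, with a log2 fold change of -9.8491 in AD-lacZ vs. *Ildr2* Adv KO (adjusted p = 0.000603 from edgeR's quasi-likelihood test). With the re-implemented DESeq test the log2 fold change of *H19* was -9.96 and the adjusted p 0.776, so its call depends on the test, although all 4 *Ildr2* Adv KO livers were above all 4 AD-lacZ livers (exact two-sided permutation test, p = 0.0286). The same differences in day, fast, labelled age, virus and experiment apply, and no explanation specific to *H19* was tested.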

How the results depend on the processing

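The samples, comparisons and alternatives were set before the data were examined, except an adjusted p of 0.1 for the third criterion of the candidate genes and the search for the reverse complement of the shRNA, which were chosen only after results were seen. The same holds for the minimum of 500 genes per 7-base site, the site 1 base over and the shifted guide, and for the tests of library size, of sex and of the summed Mup family.

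The numbers of genes in ADKD vs. AD-lacZ depended most on the processing, against 464 decreased, 346 increased and 267 decreased in both comparisons. DESeq2's Wald test gave 774, 670 and 401, the replicate block 216, 145 and 155, GC and length offsets with the replicate block 277, 184 and 171, and an adjusted p under 0.05 gave 1010, 910 and 567, with 297 candidate genes. The DESeq re-implementation on all 12 livers gave 300 decreased and 176 decreased in both. With the re-implementation on 2 groups and the third criterion at 0.1 there were 103 candidate genes, 98 of them in the S1 Table, and with edgeR and that criterion 110, 74 of them in the S1 Table. Across fits that each left out 1 replicate, from 226 to 358 genes were decreased and from 145 to 242 increased, from 142 to 271 were decreased in both, from 84 to 166 were candidate genes and from 58 to 92 genes of the S1 Table were among them. The numbers in the other comparisons stayed within 1.5 times their value in every alternative run.

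*Dgka* kept its direction in ADKD vs. AD-lacZ in the alternatives run for single genes, which leave out the minimum of 10 counts and the DESeq re-implementation on all 12 livers, but its adjusted p was over 0.01 with the replicate block (log2 fold change -1.1111) and with FPKM and a pseudocount of 1 (-0.6836) or 0.1 (-0.9852), and without AD-lacZ replicate 3. Without 1 replicate the log2 fold change was between -1.2091 and -0.9507. In AD-lacZ vs. *Ildr2* Adv KO, where it was near 0 from the counts, the sign of the log2 fold change changed: 0.0039 with DESeq2's size factors, 0.0037 with the Wald test, 0.015 with the DESeq re-implementation, 0.016 with no filter, 0.0106 with GC and length offsets, 0.0048 with these and the replicate block, and 0.0706 with thinned counts. Without 1 replicate it was between -0.0946 and 0.0898. The largest move was with FPKM, to -0.2774 (adjusted p = 0.0288 from limma) with a pseudocount of 1 and -0.3524 (adjusted p = 0.0317) with 0.1, so that *Dgka* was not near 0 there, although short of the threshold. *Ildr2* kept its direction and its side of the threshold in these alternatives in the 3 comparisons.

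The difference for the seed site (-0.0661) was -0.0832 with the 8-base site, -0.0517 with the 6-base site, -0.0284 in coding sequence and -0.081 against matched genes, and the site of the sense strand gave 0.0363. The 21 genes with a 12-base match became 101 with 11 bases and 9 with 13. The median of the diacylglycerol kinases went from -0.2004 to -0.0871 with GC and length offsets. The medians of the other lists moved by less than their spread between livers. Of 654 values of 30 other named genes under the alternatives, 615 kept direction and side of the threshold, 25 fell below it, 14 rose past it and 0 changed direction. The DESeq re-implementation gave no finite log2 fold change for 5 values of named genes, where a group had no count.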

Differences from the paper's values

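Of the settings below, the third criterion at an adjusted p of 0.1 was chosen only after the values were seen.

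The paper reports 102 candidate genes, and 161 were found here. Of the alternatives set before the data were examined, those whose number lies within 1.5 times the paper's 102 were the DESeq re-implementation on 2 groups (140) and on all 12 livers (116), the replicate block (111), GC and length offsets with the replicate block (111), thinned counts (150), and the fits without any one AD-lacZ or ADKD replicate or without *Ildr2* Adv KO replicate 2 (from 84 to 153). DESeq2's size factors (159), the Wald test (237), no filter (162), at least 10 counts in every liver (162), all 12 livers in 1 fit (181), GC and length offsets (190), an adjusted p under 0.05 (297) and the fits without *Ildr2* Adv KO replicate 1 (159), 3 (156) or 4 (166) did not. With the third criterion at an adjusted p of 0.1, chosen after seeing the values, edgeR gave 110 and the DESeq re-implementation 103 genes.

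The paper lists *Ass1* and *Unc13b* among the genes decreased in ADKD, and here their adjusted p in ADKD vs. AD-lacZ were 0.0129 and 0.0149 from edgeR's quasi-likelihood test, over the threshold of 0.01, with 9 genes of the S1 Table in all that did not meet the criteria. With the DESeq re-implementation on 2 groups, an alternative set before the data were examined, both were past it, with adjusted p of 0.000869 for *Ass1* and 0.00531 for *Unc13b*, and so they were with DESeq2's Wald test (0.000117 and 0.00028). The paper states that the *Dgka* mRNA holds the first bases of the shRNA sequence in exon 4, and in the annotation these 12 bases lie on the strand opposite to the mRNA, which holds TAGGATTTGAAC. For its earlier study, from which the ADKD livers come, the paper states that lipogenesis transcripts first rose, at 3 days after infection. Here the lipogenesis list had a median log2 fold change of -0.19 in ADKD vs. AD-lacZ. By sign alone 13 genes were lower and 2 higher, and 1 of the lower genes was past the threshold. The median deviation of the list from the mean over both groups overlapped between livers. It ran from -0.24 to 0.022 in ADKD and from -0.071 to 0.22 in AD-lacZ livers. The paper does not name those transcripts, so whether the same genes were compared is not known.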

Other observations

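The minimum of 500 genes per 7-base site, the site 1 base over, the shifted guide, the other genes with the 12 bases and the causes of the number of candidate genes were tested only after the result was seen.

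A candidate explanation for part of the decreases in ADKD livers is pairing of the shRNA's antisense strand through its seed. The 1765 tested genes with the site ACTGCCA in the 3′ UTR were lower in ADKD vs. AD-lacZ by a median log2 difference of -0.07 from the 11335 without it. In single livers, as deviations from the mean of each gene over both groups, the difference was between 0.0188 and 0.0592 in AD-lacZ and between -0.0453 and -0.0337 in ADKD. Such deviations cancel over the livers, so the opposite signs of the groups are not independent. The site ranked 3 of 11121 sites found in at least 500 genes, after CTGCCAG (-0.0787) and TGCCAGA (-0.0779), which overlap it, and 1 of the 241 with its base composition. With a minimum of 50 genes it ranked 44 of 16204, and 2 of 420 with its composition, and the larger minimum was chosen after this was seen. Of 160 candidate genes with a 3′ UTR 35.6% held the site, of the decreased genes 34.6%, of the increased genes 7.0% and of all tested genes 13.5%. With GC and length offsets the difference was -0.0614 and against genes matched on expression and 3′ UTR length -0.081, so these do not remove it. A decrease through the seed site of the sense strand in the 3′ UTR was not seen: ATTTGAA gave 0.0363. This does not test longer pairing with the sense strand in coding sequence, as TAGGATTTGAAC in *Dgka* would allow. Genes with only CACTGCC, the site 1 base over, gave 0.0055, so that site does not carry the difference. A guide whose 5′ end lies 1 base upstream would pair with CTGCCAGA, and genes with CTGCCAGA gave -0.1069 against -0.0832 for ACTGCCAG, which may point to such a guide. Genes with ACTGCCAA gave -0.0933, so an A after the site goes with a larger decrease in both positions and the test does not separate the guides well. Of the 8 splits that part all same-numbered pairs, 1, the real one, gave a difference as large, and 8 splits cannot give a share under 0.05. Over all 35 splits, of which 27 part 2 or 0 of these pairs, 1, the real one, did.

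The 12 bases alone do not account for the decrease of *Dgka* as far as other genes show. The 6 other tested genes whose mRNA holds TAGGATTTGAAC had a median log2 fold change of 0.0832, with 2 of 6 decreased, 0 past the threshold and 2 at an unadjusted p under 0.05. The number of ACTGCCA sites in the 3′ UTR of *Dgka* is 0. It holds CTGCCAG at bases 2599 to 2605 of its mRNA, as *Slc39a1* does at bases 1596 to 1602, and CTGCCAG also ranked 1 by enrichment in the candidate genes (2.78). In *Dgka* a C follows the site, and genes with CTGCCAGC gave -0.0883. A seed effect on *Dgka* may therefore act through CTGCCAG, which is a hypothesis found on the same data.

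Of the lists in ADKD vs. AD-lacZ, lipogenesis had a median log2 fold change of -0.19 (13 of 15 genes decreased, 1 past the threshold), the unfolded protein response one of -0.19 (17 of 20, 4 past the threshold) and the diacylglycerol kinases one of -0.20 (4 of 7, 1 past the threshold). The diacylglycerol kinase past the threshold was *Dgka* itself, and 3 members of that list were increased, so the list adds no call beyond *Dgka*. For each of the 3 lists in ADKD vs. AD-lacZ, 1 of the 8 comparable splits gave a median as large. Over all 35 splits it was 1 for lipogenesis and for the diacylglycerol kinases but 3 for the unfolded protein response, so other groupings of the livers match the latter. The interferon list in *Ildr2* Adv KO vs. AD-lacZ had a median of -0.26, and 4 of 8 splits gave one as large.

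For the genes decreased and increased in ADKD vs. AD-lacZ and in ADKD vs. *Ildr2* Adv KO, and for the genes changed in AD-lacZ vs. *Ildr2* Adv KO, 1 of the 8 splits that part all 4 same-numbered pairs, the real one, gave as many genes. None of the 34 other splits gave any gene at the adjusted threshold in any of the 3 comparisons, while at an unadjusted p under 0.05 they gave from 122 to 1373, from 16 to 1228 and from 17 to 1442 genes, against 3920, 8989 and 8476 in the real splits. For all 12 livers, 100 draws were made that keep each replicate number spread over the 3 groups. In 2 of the 100, the real one included, as many genes were decreased in both comparisons, and in 2 of the 100 there were as many candidate genes. The other draw put all 4 *Ildr2* Adv KO livers in the place of ADKD and gave 2014 candidate genes, 0 of them in the S1 Table, so that a contrast that follows the *Ildr2* Adv KO conditions gives more genes than the real one. As many genes of the S1 Table were among the candidate genes in 1 of the 100, the real draw. Of the remaining draws 2 gave 27 candidate genes each, at most 19 of them in the S1 Table, and these kept all 4 ADKD livers in the place of ADKD. The others gave 0.

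The number of candidate genes was compared with the paper's 102 under 2 explanations. With the re-implemented DESeq test alone it was 140, and with that test and an adjusted p of 0.1 or more in AD-lacZ vs. *Ildr2* Adv KO it was 103, with 98 genes of the S1 Table among the candidate genes in either case. Before the third criterion, that test gave 206 genes decreased in both comparisons, against 204 in the paper (Fig 5D) and 267 with edgeR. The smallest p of the S1 Table in AD-lacZ vs. *Ildr2* Adv KO is 0.127, which led to this criterion, so that the match to 102 was in part built in, and whether the authors used it is not known.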
